# A SIRT7-dependent acetylation switch regulates early B cell differentiation and lineage commitment through Pax5

**DOI:** 10.1038/s41590-024-01995-7

**Published:** 2024-10-18

**Authors:** Andres Gamez-Garcia, Maria Espinosa-Alcantud, Alberto Bueno-Costa, Elisenda Alari-Pahissa, Anna Marazuela-Duque, Joshua K. Thackray, Chandni Ray, Clara Berenguer, Poonam Kumari, Joan Josep Bech, Thomas Braun, Alessandro Ianni, Jay A. Tischfield, Lourdes Serrano, Manel Esteller, Jose L. Sardina, Carolina De La Torre, Mikael Sigvardsson, Berta N. Vazquez, Alejandro Vaquero

**Keywords:** B cells, Acetylation, Leukaemia

## Abstract

B lymphopoiesis is orchestrated by lineage-specific transcription factors. In B cell progenitors, lineage commitment is mediated by Pax5, which is commonly mutated in B cell acute lymphoblastic leukemia. Despite its essential role in immunity, the mechanisms regulating Pax5 function remain largely unknown. Here, we found that the NAD^+^-dependent enzyme SIRT7 coordinates B cell development through deacetylation of Pax5 at K198, which promotes Pax5 protein stability and transcriptional activity. Neither Pax5^K198^ deacetylated nor acetylated mimics rescued B cell differentiation in *Pax5*^−/−^ pro-B cells, suggesting that B cell development requires Pax5 dynamic deacetylation. The Pax5^K198^ deacetylation mimic restored lineage commitment in *Pax5*^−/−^ pro-B cells and B cell differentiation in *Sirt7*^−/−^ pro-B cells, suggesting the uncoupling of differentiation from lineage commitment. The SIRT7–Pax5 interplay was conserved in B cell acute lymphoblastic leukemia, where SIRT7 expression correlated with good prognosis. Our findings reveal a crucial mechanism for B lymphopoiesis and highlight the relevance of sirtuins in immune function.

## Abstract (web summary)

Gámez-García et al. show that the deacetylase SIRT7 modulates the acetylation of Pax5 and its ability to repress alternate lineage programs and promote B cell differentiation and commitment in B cell progenitor cells.

## Main

Lineage-instructive transcription factors establish the gene regulatory networks that drive differentiation of hematopoietic progenitors toward all mature immune cell types. Among these, the transcription factor Pax5 regulates B cell identity^1^. Following specification, Pax5 orchestrates downstream differentiation and drives lineage commitment by promoting simultaneous activation of B cell-specific programs and repression of alternative-lineage genes^2–4^. Pax5 deficiency in mice results in a complete block in B cell differentiation at the pro-B cell stage, leading to the accumulation of uncommitted cells^5–7^. In human B cell acute lymphoblastic leukemia (B-ALL), which is the most common cancer in children, Pax5 is a haploinsufficient tumor suppressor, and the deletion of one *Pax5* allele in mice cooperates with oncogenic mutations and with heterozygosity of the transcription factor *Ebf1* to drive malignant transformation^8–11^.

In B cells, Pax5 controls the global genome architecture^12^ while simultaneously limiting pro-B cell proliferation through repression of *Myc*^13^, restricting cellular metabolism^14^ and facilitating loop extrusion of the whole immunoglobulin heavy chain (*Igh*) locus^15–17^. Pax5 collaborates with chromatin remodeling coactivator and co-repressor complexes and with other B lineage transcription factors to establish a self-reinforcing network that drives differentiation^18,19^. Furthermore, Pax5 dynamically binds to various genomic regions and regulates distinct target genes in developing and mature B cells^20^. Although the importance of Pax5 for B lymphopoiesis and human leukemia is well established, the mechanisms that control Pax5 biology and dynamics are still unclear.

Sirtuins are a family of conserved NAD^+^-dependent deacetylases implicated in mammalian immunity^21^ that regulate inflammation, T cell polarization and responses and hematopoietic stem cell exhaustion through different mechanisms, including the deacetylation of histone and nonhistone substrates^22^. Here, we show that SIRT7, a sirtuin with central roles in genome stability and stress response^23^, controls Pax5 activity during B cell lymphopoiesis and human B-ALL. SIRT7 directly promotes B cell development and commitment by establishing an acetylation switch at a single Pax5 residue located within a putative intrinsically disordered region. Our results indicate that post-translational modifications of lineage-instructive transcription factors may be sufficient to disrupt lineage commitment and suggest key roles for sirtuins in the physiology and malignancy of hematopoietic progenitors.

## Results

### SIRT7 is required for normal B cell development

To understand the role of sirtuins in hematopoiesis, we analyzed the expression levels of sirtuins *Sirt1*, *Sirt2*, *Sirt6* and *Sirt7* in Lin^−^(Ter119^−^CD11b^−^B220^−^Gr-1^−^) progenitors using publicly available single-cell RNA-sequencing (scRNA-seq) data from mouse bone marrow (BM) cells (Broad Institute, study SCP978). Among them, *Sirt7* displayed the highest expression, particularly in the cluster annotated as B cells (Fig. 1a and Extended Data Fig. 1a). In publicly available data from human BM cells (Broad Institute, study SCP101), *SIRT7* was highly expressed in *Cd79a*^+^*Ighm*^+^ B lineage cells, *Nkg7*^+^*Klrf1*^+^ natural killer (NK) cells and *Trbc2*^+^*Cd3d*^+^ T cells (Extended Data Fig. 1b,c). SIRT7 protein was highly expressed in BM CD19^+^ B cells purified by magnetic-activated cell separation compared to in the CD19^−^ fraction (Fig. 1b). In mouse B cell progenitors, *Sirt7* expression peaked at the committed B220^+^CD19^+^IgM^−^CD43^−^ pre-B cell stage (Extended Data Fig. 1d,e). *Sirt2* expression increased to a lesser extent in the same stage, whereas the expression of other sirtuin transcripts did not change during B cell differentiation (Extended Data Fig. 1d,e). Intracellular flow cytometry of mouse BM B220^+^ B cell progenitor cells showed a gradual upregulation of SIRT7 expression from B220^+^CD19^−^ pre-pro-B cells to B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells and was maintained in B220^+^CD19^+^IgM^+^ immature and mature B220^hi^CD19^+^ B cells (Fig. 1c,d and Extended Data Fig. 1f). These observations indicated that SIRT7 expression was upregulated during B lymphopoiesis.

**Fig. 1:**
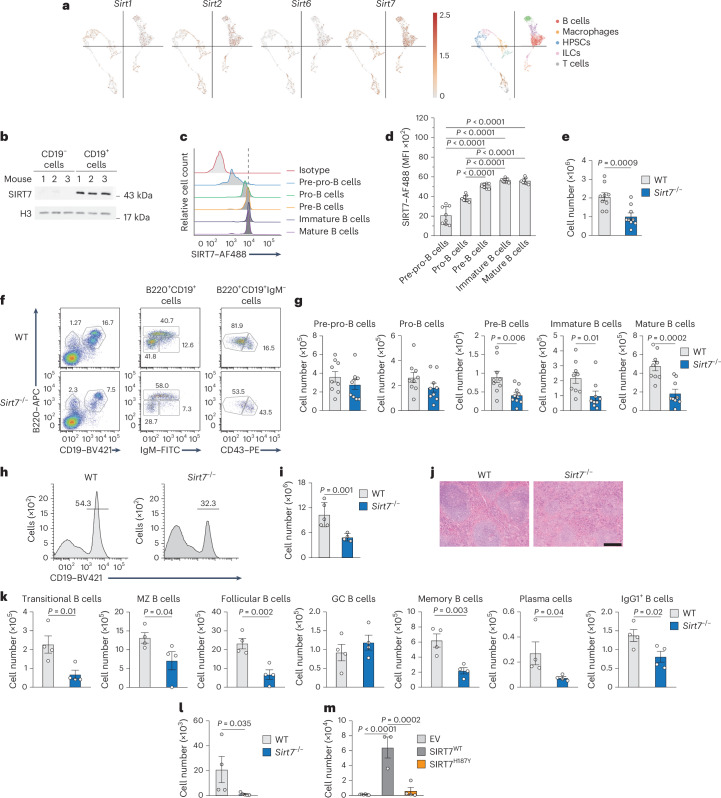
SIRT7 is required for normal B cell development. **a**, *t*-Distributed stochastic neighbor embedding plots displaying the single-cell expression profiles of nuclear sirtuins in purified mouse BM Lin^–^ cells (left) and scRNA-seq feature plot (right) identifying B cells, macrophages, hematopoietic and progenitor stem cells (HPSCs), innate lymphoid cells (ILCs) and T cells. Data were obtained from singlecell.broadinstitute.org (study SCP978). **b**, Immunoblot of SIRT7 expression in mouse BM CD19^−^ cells and CD19^+^ B cells (*n* = 3). **c**,**d**, Representative histograms (**c**) and quantification of SIRT7 median fluorescence intensity (MFI; **d**) in B220^+^CD19^–^ pre-pro-B cells, B220^+^CD19^+^IgM^−^CD43^+^ pro-B cells, B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells, B220^+^CD19^+^IgM^+^ immature B cells and B220^hi^CD19^+^ mature B cells measured by intracellular flow cytometry (*n* = 8 mice). **e**, Total number of B220^+^CD19^+^ B cells in the BM of wild-type and *Sirt7*^Δ4–10^ 129Sv mice (*n* = 9). Data were pooled from four independent experiments. **f**,**g**, Representative histograms (**f**) and numbers (**g**) of pre-pro-B cell, pro-B cell, pre-B cell, immature B cell and mature B cell populations identified as in **c** in the BM of 129Sv wild-type and *Sirt7*^Δ4–10^ mice (*n* = 9). Data were pooled from four independent experiments. **h**,**i**, Representative histograms (**h**) and numbers (**i**) of splenic CD19^+^ B cells from wild-type (*n* = 5) and *Sirt7*^−/−^ (*n* = 4) mice. **j**, Hematoxylin and eosin staining of histological sections from the spleens of wild-type and *Sirt7*^−/−^ mice (*n* = 5); scale bar, 500 µm. **k**, Number of splenic B220^+^CD19^+^CD21^+^CD23^+^CD93^+^ transitional B cells, B220^+^CD19^+^CD21^hi^CD23^−^ marginal zone (MZ) B cells, B220^+^CD19^+^CD21^+^CD23^+^CD93^−^ follicular B cells, B220^+^CD19^+^IgM^+^Gl7^+^Fas^+^ germinal center (GC) B cells, B220^+^IgG1^+^ class-switched B cells and BM CD19^+^CD38^+^CD138^−^Gl7^−^ memory B cells and B220^lo^CD138^+^ plasma cells from wild-type and *Sirt7*^−/−^ mice (*n* = 4). **l**,**m**, Numbers of donor-derived CD45.1^–^CD45.2^+^CD19^+^ B cells in the spleens of recipient CD45.1/CD45.2 mice 4 weeks after congenic transplantation of either CD45.2 wild-type (*n* = 4) or *Sirt7*^−/−^ (*n* = 5) Lin^−^B220^+^CD19^+^IgM^−^ pro-B cells expanded ex vivo with OP9 cells and 10 ng ml^–1^ IL-7, SCF and FLT3-L (**l**) or *Sirt7*^−/−^ Lin^−^B220^+^CD19^+^IgM^−^ pro-B cells retrovirally expressing empty vector (EV; *n* = 6), SIRT7^WT^ (*n* = 3) or SIRT7^H187Y^ (*n* = 4; **m**). Data are presented as mean ± s.d. (**d**, **i**, and **k**–**m**) or mean ± s.e.m. (**e**, **g**, **l** and **m**) and were analyzed by one-tailed *t*-test (**e**, **g**, **i**, **k** and **l**) or one-way analysis of variance (ANOVA) with Sidak multiple comparisons (**d** and **m**). Source data

To determine the role of SIRT7 in B cell development, we measured the number of B220^+^CD19^+^ B cells in the BM of two reported models of *Sirt7*^−/−^ mice, *Sirt7*^Δ4−10^ 129Sv and *Sirt7*^Δ4–9^ C57BL/6 mice (Methods)^24,25^. In both strains, *Sirt7*^−/−^ mice displayed a significant reduction in the number of B220^+^CD19^+^ B cells compared to wild-type littermates (used throughout unless otherwise specified; Fig. 1e and Extended Data Fig. 2a). We also found decreased numbers of B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells, B220^+^CD19^+^IgM^+^ immature B cells and B220^hi^CD19^+^ recirculating mature B cells (Fig. 1f,g and Extended Data Fig. 2b), indicative of an impaired pro-B-to-pre-B cell transition. We used the *Sirt7*^Δ4–10^ 129Sv model, hereafter referred to as *Sirt7*^−/−^, throughout for all experiments. The spleens of *Sirt7*^−/−^ mice exhibited a contraction of the CD19^+^ cell compartment (Fig. 1h,i) and compromised structural architecture, with fewer and less-organized follicles than spleens in the wild-type mice (Fig. 1j). There was a significant reduction in the number of B220^+^CD19^+^CD21^+^CD23^+^CD93^+^ transitional, B220^+^CD19^+^CD21^hi^CD23^−^ marginal zone and B220^+^CD19^+^CD21^+^CD23^+^CD93^−^ follicular B cells in *Sirt7*^−/−^ mice compared to in wild-type mice (Fig. 1k and Extended Data Fig. 2c). The number of B220^+^CD19^+^IgM^+^Gl7^+^Fas^+^ germinal center B cells in *Sirt7*^−/−^ mice was normal, whereas the number of CD19^+^CD38^+^CD138^−^Gl7^−^ memory B cells, B220^lo^CD138^+^ plasma cells and B220^+^ class-switched IgG1^+^ B cells was reduced compared to wild-type mice (Fig. 1k and Extended Data Fig. 2d–g), suggesting a defective germinal center response in *Sirt7*^−/−^ mice. The levels of hen egg lysozyme (HEL)-specific IgM, IgG1 and IgG3 antibodies in serum at day 14 after immunization with HEL antigen coupled to NPP hapten (NP–HEL) were significantly reduced in *Sirt7*^−/−^ mice compared to wild-type mice (Extended Data Fig. 2h), suggesting that SIRT7 deficiency leads to impaired B cell development and immunity.

To test the contribution of the BM stroma in *Sirt7*^−/−^ mice, purified Lin^−^B220^+^CD19^+^IgM^−^ pro-B cells from the BM of CD45.2 wild-type and *Sirt7*^−/−^ mice were expanded in the presence of OP9 stromal cells, interleukin-7 (IL-7), stem cell factor (SCF) and FLT3-L for 4 days and injected into sublethally irradiated CD45.1/CD45.2 mice to generate separate wild-type and *Sirt7*^−/−^ BM chimeras. Wild-type pro-B cells repopulated the splenic CD45.1^–^CD45.2^+^CD19^+^ B cell compartment of recipient mice, whereas *Sirt7*^−/−^ pro-B cells did not (Fig. 1l and Extended Data Fig. 2i), indicating that SIRT7 had a B cell-autonomous role. Retroviral expression of wild-type SIRT7 into *Sirt7*^−/−^ pro-B cells injected into sublethally irradiated CD45.1/CD45.2 mice reversed the B cell differentiation block, whereas expression of a catalytically inactive SIRT7^H187Y^ mutant did not (Fig. 1m). These findings indicate that SIRT7 promotes pro-B-to-pre-B cell transition through a mechanism dependent on its deacetylase activity.

### SIRT7 promotes B cell development independently of V(D)J

SIRT7 facilitates DNA damage repair by controlling nonhomologous end joining^24^. *Sirt7*^−/−^ BM pre-B cells, but not *Sirt7*^−/−^ pro-B cells, showed a twofold increase in 7AAD^+^Annexin-V^+^ apoptotic cells (Extended Data Fig. 3a). *Sirt7*^−/−^ B220^+^CD19^+^IgM^−^CD43^−^FSC^hi^ large pre-B cells were partially arrested at G1 (Extended Data Fig. 3b) and displayed reduced phosphorylation of STAT5 at Y694, the major driver of pre-B cell proliferation^26^, without altering the expression of the upstream IL-7 receptor subunit CD127 (Extended Data Fig. 3c,d). SIRT7 recruits 53BP1, a key player in distal Vh-to-DJh recombination, to double strand breaks^24,27^. Splenic IgM^+^ *Sirt7*^−/−^ B cells exhibited reduced usage of distal Vh588 and Vh7183 segments, whereas the proximal segments DhL-to-Jh3 and VhQ52-DJh remained unaffected (Extended Data Fig. 3e,f). However, crossing wild-type and *Sirt7*^*−/−*^ mice with mice expressing a transgenic HEL-specific immunoglobulin (IgHEL)^28^, which bypasses the V(D)J-related checkpoints, did not restore B cell differentiation in *Sirt7*^−/−^ mice (Extended Data Fig. 3g). These observations indicate that SIRT7 promotes B cell development through a mechanism independent of V(D)J recombination.

### SIRT7 regulates Pax5 in B cell progenitors

To investigate the mechanisms through which SIRT7 regulates B cell development, we performed RNA-seq in sorted wild-type and *Sirt7*^−/−^ B220^+^CD19^+^IgM^−^CD43^+^ pro-B cells and B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells. 

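Pro-B and pre-B cells were sorted from the bone marrow of 4 mice on the 129Sv background, 2 wild-type and 2 *Sirt7*-/-. Each mouse gave 1 pro-B and 1 pre-B library, so that each of the 4 groups had 2 libraries. The authors quantified transcripts with Salmon against mm10 with a correction for GC bias, summed the estimates per gene with Tximeta and deposited counts normalized by the median-of-ratios method of DESeq2. The table lists 46078 rows by gene symbol. Its values were whole reads divided by 1 factor per library, and 100% of them could be turned back into whole reads, between 50004827 and 55536608 per library. The 10 most abundant genes held between 7.70% and 8.53% of the normalized counts of a library. Normalized counts were put on the log2 scale after adding 1, and the 17649 genes with at least 10 normalized counts in at least 2 of the 8 libraries were tested with limma, with all 4 groups in 1 fit, a trend of the variance with expression and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05, to which an absolute log2 fold change of at least 1.5 was added for pre-B against pro-B cells, as in Fig. 2e. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.33. The targeted gene checked the genotypes. *Sirt7* lies on chromosome 11 of mm10 from 120618372 to 120625240 and had 2612 ± 113 normalized counts (SD, n = 2) in wild-type and 365 ± 2.16 (SD, n = 2) in *Sirt7*-/- pro-B cells, a log2 fold change of -2.84 (SE 0.143, limma adjusted p = 0.00292). In pre-B cells it fell by 2.53 on the log2 scale, from 5416 to 943 normalized counts (SE 0.143, limma adjusted p = 0.00931).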

In a principal component analysis (PCA), wild-type and *Sirt7*^−/−^ pre-B cells clustered at a greater distance than wild-type and *Sirt7*^−/−^ pro-B cells (Fig. 2a). 

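Distances between groups were measured on the log2 scale over the 2000 genes with the smallest p in the F-test of limma over the 4 groups. The group means of wild-type and *Sirt7*-/- cells lay 34.2 apart for pre-B cells and 20.1 apart for pro-B cells, a ratio of 1.70. The 2 replicates of a group lay 11.1 apart for pro-B cells of either genotype, 13.8 apart for wild-type pre-B cells and 19.9 apart for *Sirt7*-/- pre-B cells. With single libraries in place of group means, the ratio was between 1.33 and 2.03. Over all 17649 tested genes it was 1.22, the alternative that moved it most. The first principal component held 91.8% of the variance and separated pro-B from pre-B cells, and the second held 4.61%. The *Sirt7*-/- pre-B libraries stood at 41.1 and 26.9 on the first component and the wild-type pre-B libraries at 55.7 and 53.3. Pro-B cells stood at -47.4 and -47.4 when *Sirt7* was deleted and at -40.8 and -41.4 when it was not.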

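At an adjusted p under 0.05 in limma, 11 genes differed between *Sirt7*-/- and wild-type pro-B cells, 2 higher and 9 lower, and 15 genes between the pre-B cells of the 2 genotypes, 11 higher and 4 lower. At an unadjusted p under 0.05, 1048 and 2405 genes differed. The count depended on the test: DESeq2 on the recovered reads called 728 genes in pre-B cells. *Vpreb2*, *Ikzf3* and *Irf4* had log2 fold changes of 0.46, -0.55 and -0.34 in pro-B cells, with limma adjusted p-values of 0.976, 0.282 and 0.664. *Vpreb1* and *Vpreb2* are near-identical copies whose reads the authors' counting could have split, so the values of either are uncertain. In pre-B cells *Vpreb1*, a component of the surrogate light chain on chromosome 16 of mm10 from 16868403 to 16870843, rose from 318 to 2125 normalized counts, a log2 fold change of 2.50 (SE 0.484, limma adjusted p = 0.132). The increase was 1.63 without *Sirt7*-/- replicate 2 and 3.37 without *Sirt7*-/- replicate 1. *Erg* rose by 2.18 (SE 0.497), *Runx2* by 1.75 (SE 0.839), *Bcl2* by 0.92 (SE 0.192) and *Mef2c* by 0.88 (SE 0.26), and *Rag1* fell by 0.69 (SE 0.276), each with a limma adjusted p between 0.152 and 0.426. For each of these 6 genes the libraries of the 2 genotypes did not overlap in pre-B cells, a separation that chance gives to 33.3% of genes at 2 libraries against 2 and that 41.4% of all tested genes showed. Among the genes called in pro-B cells, *Coa7* had the largest increase, 2.24 (SE 0.228, limma adjusted p = 0.0421), followed by *Zbtb18* with 1.10 (SE 0.084, limma adjusted p = 0.0114). *Pagr1b*, whose reads the authors' counting could have split with a gene of the same family, was at least 27.7-fold lower in *Sirt7*-/- pro-B cells, in which it was listed at 0. Among the genes called in pre-B cells, *Gm3839* and *Arhgef10* were listed at 0 in wild-type cells and were at least 19.8-fold and at least 12.2-fold higher in *Sirt7*-/- cells.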

SIRT7 regulated the expression of 220 genes in pro-B cells and 429 genes in pre-B cells (false discovery rate (FDR) < 0.05), including genes important for B cell development (pro-B: *Vpreb2*, *Ikzf3* and *Irf4*; pre-B: *Vpreb1*, *Runx2*, *Erg*, *Mef2c*, *Rag1* and *Bcl2*; Supplementary Table 1). Gene set enrichment analysis (GSEA) indicated that SIRT7 mainly repressed lineage-inappropriate (*Thy1* and *Il2ra)* and cell cycle-related genes (*Myc* and *Grb7*), such as ‘lung NK and T cell’ and ‘E2F targets’ gene sets (Fig. 2b,c and Supplementary Table 1). Accordingly, T cell-related genes, such as *Trbc1*, *Trbc2*, *Zap70*, *Thy1*, *Cd3e* and *Tigit*, were derepressed in ex vivo-expanded *Sirt7*^−/−^ B cell progenitors (Fig. 2d).

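The gene sets of Fig. 2b,c were not used here, and lists of marker and cell cycle genes written before the data were examined took their place. All 24 cell cycle genes were higher in *Sirt7*-/- than in wild-type pre-B cells, with a median log2 fold change of 0.52. The median was 0.29 in *Sirt7*-/- replicate 1 and 0.76 in replicate 2, against ±0.16 in the wild-type libraries. None of the 24 passed 0.05 over all genes, 14 did when adjusted over the list alone, and the camera test of the list gave an adjusted p of 8.63e-13 over 135 list tests, which fry did not share (adjusted p = 0.172). In pro-B cells the same list had a median of -0.03. Of 19 tested T cell markers, 13 were higher in *Sirt7*-/- pre-B cells, with a median log2 fold change of 0.51, or 0.49 with group means under 3 counts set to 3. That median came from 1 library, at 1.48 in *Sirt7*-/- replicate 2 and 0.08 in replicate 1. *Thy1* rose from 18.1 ± 5.48 to 183.6 ± 197.8 normalized counts (SD, n = 2 each), a log2 fold change of 2.69 (SE 0.805, limma adjusted p = 0.23). Its *Sirt7*-/- pre-B libraries had 43.7 and 323 normalized counts, and the log2 fold change was 1.26 without replicate 2. *Il2ra* was lower in *Sirt7*-/- cells, by 1.13 on the log2 scale in pro-B cells (SE 0.09, limma adjusted p = 0.0133) and by 0.61 in pre-B cells (SE 0.09, limma adjusted p = 0.0903). *Myc* and *Grb7* rose by 1.46 (SE 0.346) and 1.73 (SE 0.606) in pre-B cells, with limma adjusted p-values of 0.165 and 0.286.

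**Figure D1:**
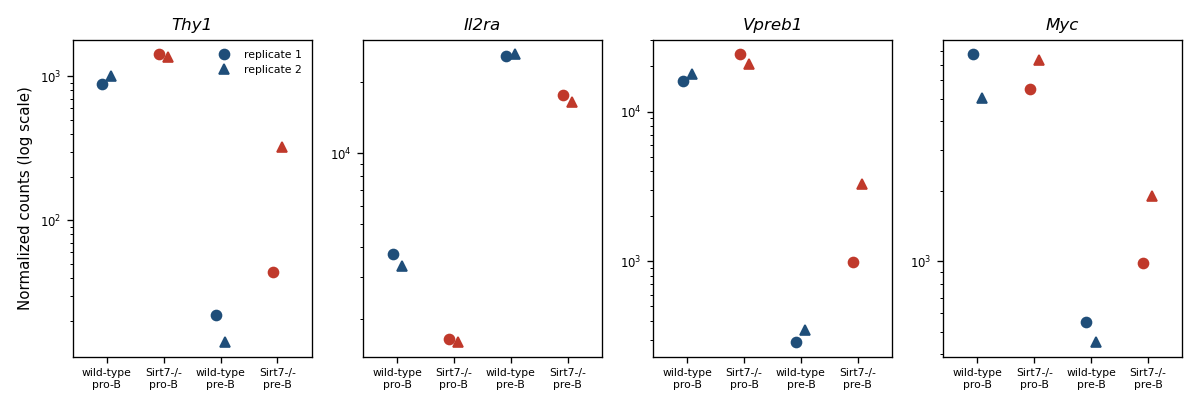
Normalized counts, on log axes, of *Thy1*, *Il2ra*, *Vpreb1* and *Myc* in each library of sorted pro-B and pre-B cells, with circles for replicate 1 and triangles for replicate 2. *Thy1* had 323 normalized counts in *Sirt7*-/- pre-B replicate 2 and at most 43.7 in the other pre-B libraries, and *Il2ra* was lower in both *Sirt7*-/- libraries of each stage.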

**Fig. 2:**
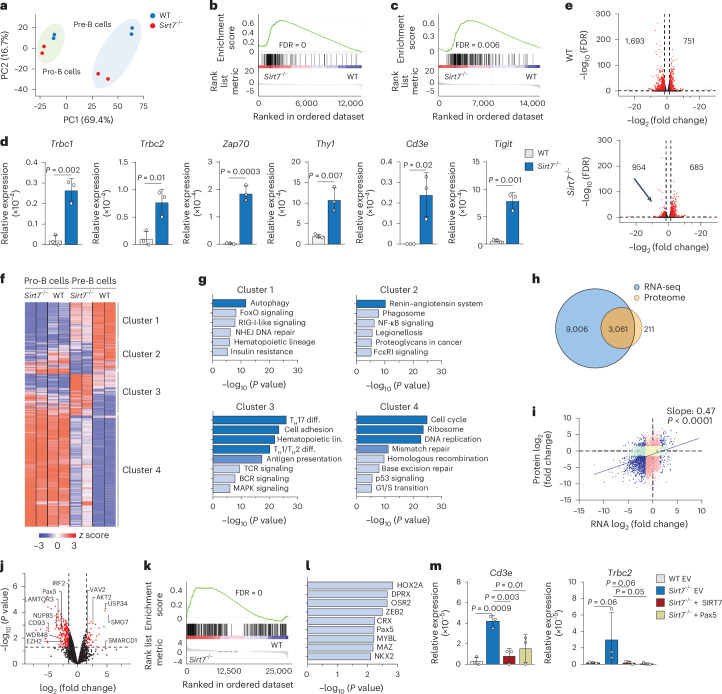
SIRT7 regulates Pax5 in B cell progenitors. **a**, PCA clustering of B220^+^CD19^+^IgM^−^CD43^+^ pro-B cells and B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells sorted from the BM of wild-type and *Sirt7*^−/−^ 129Sv mice based on the top 2,000 differentially expressed genes (*n* = 2); PC, principal component. **b**,**c**, GSEA of the ‘Travaglini lung proliferating NK T cell’ (**b**) and ‘Hallmark E2F targets’ (**c**) gene sets in *Sirt7*^−/−^ versus in wild-type B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells. **d**, RT–qPCR of *Trbc1*, *Trbc2*, *Zap70*, *Thy1*, *Cd3e* and *Tigit* expression relative to *Hprt* (*n* = 3). **e**, Volcano plot of differentially expressed genes in pre-B cells versus in pro-B cells (defined as in **a**) from wild-type (top) and *Sirt7*^−/−^ (bottom) mice. Numbers on the right and left represent significantly induced or repressed genes, respectively. The black arrow indicates the lack of downregulated genes. Red dots represent significantly regulated genes (| log_2_ (fold change) | > 1.5, FDR < 0.05). **f**, Unsupervised clustering of the top 2,000 differentially expressed genes (*P* < 0.03) in wild-type and *Sirt7*^−/−^ pro-B and pre-B cells defined as in **a**. **g**, Gene Ontology analyses of genes in clusters 1–4. Only terms with a –log_10_ (*P* value) of >5 are reported; NHEJ, nonhomologous end joining; T_H_17 diff., differentiation of IL-17-producing helper T cells; lin., lineage; T_H_1/T_H_2 diff., differentiation of type 1 helper T/type 2 helper T cells; TCR, T cell antigen receptor; BCR, B cell receptor. **h**,**i**, Venn diagram displaying the number of detected proteins and transcripts (**h**) and scatter plot (**i**) showing the linear correlation between the mean log_2_ (fold change) in protein expression and their corresponding transcript levels in wild-type B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells, as determined by proteomics and RNA-seq, respectively. **i**, Changes in protein and RNA levels with a | log_2_ (fold change) | of ≥1.5 (blue), changes in protein levels only (light red), changes in RNA levels only (light green) and changes of | log_2_ (fold change) | ≤1.5 (yellow) are shown. Fold change values were calculated relative to Nup50 expression. The Spearman correlation slope = 0.47; *P* < 0.0001 between protein and transcript pairs. **j**, Volcano plot of differentially expressed proteins in sorted *Sirt7*^−/−^ versus wild-type B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells. Red dots indicate | log_2_ (fold change) | of ≥1.5 and a *P* value of <0.05. **k**, GSEA of *Sirt7*^−/−^ versus wild-type B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells compared to Pax5 target genes^20^. **l**, HOMER de novo motif enrichment analysis showing nine of the top transcription factors enriched in cluster 3 genes. Motif enrichment was performed on promoter regions (transcription start site to 2,000 bp upstream). **m**, RT–qPCR of *Cd3e* and *Trcb2* relative to *Hprt* in wild-type or *Sirt7*^−/−^ B220^+^CD19^+^IgM^−^ pro-B cells retrovirally expressing empty vector, SIRT7 or Pax5 (*n* = 3). Data are shown as mean ± s.d. (**d** and **m**) and were analyzed by one-tailed *t*-test (**i**), two-tailed *t*-test (**d**) or one-way ANOVA with Fisher’s least significant different (LSD) test (**m**). Source data

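From pro-B to pre-B cells, 766 genes rose and 1685 fell in wild-type cells at an absolute log2 fold change of at least 1.5 and an adjusted p under 0.05 in limma, and 744 rose and 1065 fell in *Sirt7*-/- cells. The difference between the genotypes was tested by the interaction of stage and genotype, which called 1 gene, and 959 genes had an unadjusted p under 0.05. The gene was *Trim26*, which fell from 4778 to 3627 normalized counts in wild-type cells and rose from 1572 to 4555 in *Sirt7*-/- cells. The difference was 1.93 on the log2 scale (SE 0.12, limma adjusted p = 0.0173). The 2 stages come from the same mice. With a block for the mouse, added after the data were seen, the interaction called 0 genes. The size of the falls differed between the mice. Of the genes with a mean of at least 100 normalized counts in wild-type replicate 1, 214 fell there by at least 3 on the log2 scale, and for these the median change was -3.95 in wild-type replicate 2, -3.72 in *Sirt7*-/- replicate 1 and -2.32 in *Sirt7*-/- replicate 2. The 99 genes that rose in wild-type replicate 1 by as much had median changes of 3.13, 3.68 and 3.58 in the same mice. Among genes with at least 1000 normalized counts in wild-type pro-B cells, 18 fell at least 32-fold in wild-type cells. The share of their pro-B level that they kept in pre-B cells was higher in *Sirt7*-/- replicate 2 than in wild-type cells by a median of 13.3 percentage points, and in *Sirt7*-/- replicate 1 by 1.21. With that share of the pro-B values taken out of the *Sirt7*-/- pre-B libraries, a step chosen after the data were seen, 1352 genes fell in *Sirt7*-/- cells. The step lowers every gene that is lower in pre-B than pro-B cells, and only in that genotype. A higher count was thus favoured in advance and cannot show how much of the difference a share of pro-B cells explains.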

Volcano plots indicated that *Sirt7*^−/−^ pre-B cells induced gene expression normally but repressed fewer genes than wild-type pre-B cells (Fig. 2e and Extended Data Fig. 4a). We identified four gene clusters regulated by SIRT7 (Fig. 2f). 

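Each of the 2000 genes that gave the distances between groups was centred and scaled over the 8 libraries, and the group means of these values were divided by k-means into 4 clusters. The clusters held 486, 483, 449 and 582 genes and were numbered here from the highest to the lowest mean in wild-type pre-B cells, so that their numbers need not be those of Fig. 2f. Clusters 1 and 2 were higher in pre-B than in pro-B cells, and clusters 3 and 4, with 51.6% of the genes, were lower.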

Genes within clusters 1 and 2 showed lower expression in *Sirt7*^−/−^ pro-B and pre-B cells than in their wild-type counterparts and were involved in autophagy, nonhomologous end joining DNA repair and cellular signaling. 

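In cluster 1 the mean scaled expression was -0.67 in wild-type and -1.09 in *Sirt7*-/- pro-B cells, and 1.12 in wild-type and 0.64 in *Sirt7*-/- pre-B cells. Cluster 1 held *Il2ra*, *Sirt7*, *Ikzf3*, *Irf4* and *Bach2*. In cluster 2 the means of the 2 genotypes were -0.93 and -0.89 in pro-B cells and 0.88 and 0.94 in pre-B cells. All 8 clustered markers of immature and mature B cells fell in cluster 2 (Fisher's exact test against the other clustered genes, adjusted p = 0.000111 over 20 tests).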

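Cluster 3 had a mean scaled expression of -1.03 in wild-type and -0.78 in *Sirt7*-/- pre-B cells, and of 0.88 and 0.94 in the pro-B cells. The difference in pre-B cells depended on the method. With Ward clustering, cluster 3 held 216 genes, with means of -0.94 and -0.88 in pre-B cells. Cluster 4 then held 815 genes, with -1.22 and -0.54. Only 3 of the 20 listed T cell markers were among the 2000 clustered genes, 1 each in clusters 1, 3 and 4 (Fisher's exact test, p = 0.534 for cluster 3).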

Cluster 3 genes were increased in *Sirt7*^−/−^ pre-B cells relative to wild-type pre-B cells and were enriched for genes involved in T cell differentiation, suggesting compromised lineage commitment in *Sirt7*^−/−^ pre-B cells. Cluster 4 comprised genes similarly expressed in wild-type and *Sirt7*^−/−^ pro-B cells that were downregulated in wild-type pro-B cells but were only partially reduced in *Sirt7*^−/−^ pre-B cells, including genes implicated in DNA repair and the cell cycle (Fig. 2g).

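The fourth cluster had the largest difference between the pre-B cells of the 2 genotypes, with a mean scaled expression of -1.27 in wild-type and -0.47 in *Sirt7*-/- cells. In pro-B cells the means were 0.80 and 0.93. It held *Vpreb1*, *Vpreb2*, *Myc* and *Erg*, and 16 of the 17 clustered cell cycle genes (Fisher's exact test, adjusted p = 5.68e-07). Genes of a cluster were not independent of each other, and the clusters were defined on the same libraries. From pro-B to pre-B cells the listed cell cycle genes had a median log2 fold change of -1.69 in wild-type cells and -1.09 in *Sirt7*-/- cells. Their median difference between the 2 genotypes was 0.59, with 0 of 24 genes past 0.05 in the interaction over all genes and 6 when adjusted over the list alone.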

Quantitative mass spectrometry (MS) in sorted wild-type and *Sirt7*^−/−^ B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells identified 2,917 proteins (Supplementary Table 2), most of which were also identified by bulk RNA-seq analysis of the same cells (Fig. 2h). mRNA and protein expression levels positively correlated for most transcript–protein pairs (Fig. 2i), as previously reported for B-ALL^29^. 

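The 15 genes called between wild-type and *Sirt7*-/- pre-B cells were 0.085% of the 17649 genes tested. In pro-B cells the share was 0.0623%. The proteome measured by mass spectrometry was not analysed here.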

Although the RNA-seq analysis identified differential expression for 1.6% of all detected transcripts between wild-type and *Sirt7*^−/−^ pre-B cells, 5.2% of the proteome (Extended Data Fig. 4b), including proteins involved in DNA repair, cell cycle and intracellular signaling (Extended Data Fig. 4c), was differentially expressed.

Among the top differentially expressed proteins between wild-type and *Sirt7*^−/−^ pre-B cells, we found several transcriptional and chromatin regulators (Pax5, IRF2, EZH2 and SMARCD1; Fig. 2j). Pax5 was downregulated 2.8-fold in *Sirt7*^−/−^ pre-B cells compared to wild-type cells (Fig. 2j and Supplementary Table 2). GSEA of the *Sirt7*^−/−^ pre-B cell bulk RNA-seq dataset indicated that SIRT7 and Pax5 controlled a similar group of genes, including signaling genes, transcriptional regulators and surface receptors, such as *Vpreb1*, *Runx2*, *Bach2*, *Il2ra* and *Thy1* (Fig. 2k), whereas unsupervised de novo motif discovery analysis identified enrichment of the Pax5 motif in cluster 3 genes (Fig. 2l). 

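The set of Pax5 target genes used for Fig. 2k was not used here. *Bach2* fell by 0.44 on the log2 scale in *Sirt7*-/- pre-B cells (SE 0.116, limma adjusted p = 0.195), from 52017 to 38296 normalized counts. The 20 B cell development genes named in the paper had a median log2 fold change of -0.10 in *Sirt7*-/- pre-B cells, and 8 were higher. None was called over all genes, and 7 were when adjusted over the list alone, a list that the paper drew in part from these libraries. *Runx2* changed by 0.48 without *Sirt7*-/- replicate 2 and by 3.02 without *Sirt7*-/- replicate 1.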

Analysis of publicly available chromatin immunoprecipitation with sequencing (ChIP–seq) datasets^17^ revealed that Pax5 bound to 62% of cluster 3 genes and to 43% of their promoters (Extended Data Fig. 4d). Retroviral expression of either SIRT7 or Pax5 in wild-type or *Sirt7*^−/−^ BM CD19^+^ cells restored *Cd3e* and *Trcb2* repression in *Sirt7*^−/−^ CD19^+^ cells (Fig. 2m), indicating that Pax5 expression bypassed SIRT7 deficiency to repress lineage-inappropriate genes. According to bulk RNA-seq datasets of wild-type and *Sirt7*^−/−^ pro-B and pre-B cells, SIRT7 also regulated transcriptional programs not associated with Pax5, such as DNA replication and repair and ribosome biogenesis (Fig. 2g). These observations suggest that SIRT7 collaborates with Pax5 to repress transcription of lineage-inappropriate genes during early B cell development.

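Of the 15 lineage-inappropriate genes named in the paper, 10 were higher in *Sirt7*-/- than in wild-type pre-B cells, with a median log2 fold change of 0.51 and of 0.55 with group means under 3 counts set to 3. The median was 0 in *Sirt7*-/- replicate 1 and 1.74 in *Sirt7*-/- replicate 2. None was called over all genes, and 4 were when adjusted over the list alone. The list's camera test gave an adjusted p of 0.122. In pro-B cells 6 of the 15 were higher, and 1, *Il2ra*, was called over all genes. In the interaction of stage and genotype the same list had a median of 0.67, or 0.71 with the floor of 3 counts, and 11 of the 15 genes were above 0 (camera adjusted p = 0.00497, fry adjusted p = 0.381). For the T cell markers the interaction had a median of 1.29, or 1.63 with that floor, and 17 of 19 were above 0 (camera adjusted p = 0.000579, fry adjusted p = 0.319). None of the genes of either list was called there, over all genes or when adjusted over the list alone, and 959 genes had an unadjusted p under 0.05. From these observations, together with experiments not analysed here, the paper proposes that SIRT7 works with Pax5 in repressing lineage-inappropriate genes.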

### SIRT7 regulates Pax5 stability by deacetylating K198

Intracellular flow cytometry of B220^+^CD19^+^IgM^−^CD43^+^ pro-B cells and B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells and immunoblotting of B220^+^CD19^+^IgM^−^ pro-B cells expanded in vitro indicated reduced amounts of Pax5 protein in *Sirt7*^−/−^ pro-B and pre-B cells compared to their wild-type counterparts (Fig. 3a,b and Extended Data Fig. 5a). By contrast, RNA-seq and quantitative PCR with reverse transcription (RT–qPCR) on the same cells showed normal *Pax5* mRNA expression (Fig. 3c and Extended Data Fig. 5b), indicating that SIRT7 directly regulates Pax5 protein levels. 

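*Pax5*, on chromosome 4 of mm10 from 44524757 to 44710487, had 88361 ± 6410 normalized counts in wild-type and 87842 ± 7147 in *Sirt7*-/- pro-B cells (SD, n = 2 each). The log2 fold change was -0.01 (SE 0.108, limma adjusted p = 1), and it was 0.07 without *Sirt7*-/- replicate 2 or without wild-type replicate 1. In pre-B cells the values were 135930 and 125000, a log2 fold change of -0.12 (SE 0.108, limma adjusted p = 0.677). Both differences were within the spread of the replicates. From a normal amount of mRNA beside a reduced amount of protein, the paper concludes that SIRT7 regulates the level of the Pax5 protein directly.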

SIRT7 retroviral expression in *Sirt7*^−/−^ pro-B cells rescued Pax5 protein expression (Fig. 3d and Extended Data Fig. 5c). To test whether SIRT7 controlled Pax5 turnover, we used CRISPR–Cas9 to knock out *Sirt7* in the mouse pre-B cell line HAFTL (HAFTL^SIRT7KO^ cells). Pax5 was downregulated in HAFTL^SIRT7KO^ cells compared to in HAFTL cells, which was fully reversed by treatment with the proteasome inhibitor lactacystin (Fig. 3e and Extended Data Fig. 5d). Cycloheximide protein stability assays in HAFTL^SIRT7KO^ compared to in HAFTL cells indicated that Pax5 half-life was reduced by twofold in the former (Fig. 3f,g), indicating that SIRT7 prevents Pax5 proteasomal degradation. SIRT7 interacted with endogenous Pax5 in HAFTL cells and with transiently expressed PAX5 in HEK293F cells (Fig. 3h and Extended Data Fig. 5e). In gel filtration chromatography of HAFTL nuclear extracts, a subpopulation of SIRT7 and Pax5 coeluted in high-molecular-weight (≈1 MDa) fractions (Fig. 3i), in line with previous observations that Pax5 works in concert with other transcription factors and epigenetic regulators^18^.

**Fig. 3:**
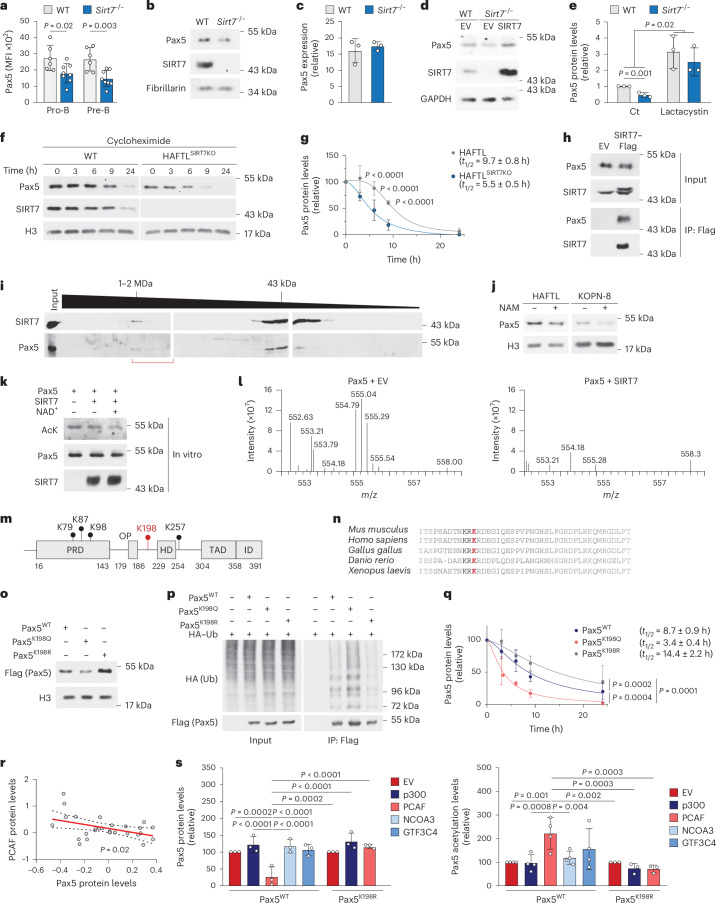
SIRT7 regulates Pax5 stability by deacetylating K198. **a**, Pax5 MFI measured by intracellular flow cytometry of B220^+^CD19^+^IgM^−^CD43^+^ pro-B and B220^+^CD19^+^IgM^−^CD43^−^ pre-B cells from the BM of wild-type (*n* = 6) and *Sirt7*^−/−^ (*n* = 8) mice. Data were pooled from three independent experiments. **b**, Immunoblot of Pax5 protein in wild-type and *Sirt7*^−/−^ B220^+^CD19^+^IgM^−^ pro-B cells expanded ex vivo for 4 days with OP9 cells and 10 ng ml^–1^ IL-7, SCF and FLT3-L. **c**, RT–qPCR analysis of *Pax5* gene expression in wild-type and *Sirt7*^−/−^ pro-B cells expanded as in **b** (*n* = 3). **d**, Immunoblot of Pax5 and SIRT7 protein in wild-type and *Sirt7*^−/−^ B220^+^CD19^+^IgM^−^ pro-B cells retrovirally transduced with empty vector and SIRT7. **e**, Quantification of Pax5 protein expression in wild-type and CRISPR–Cas9-generated HAFTL^SIRT7KO^ cells treated with vehicle (Ct) or 2 µM lactacystin for 8 h (*n* = 3 biological replicates). **f**,**g**, Time course immunoblot (**f**) and Pax5/H3 ratio (**g**) in HAFTL (*n* = 6 independent time courses) and HAFTL^SIRT7KO^ (*n* = 8 independent time courses) cells treated with 100 μg ml^–1^ cycloheximide for 3, 6, 9 and 24 h. Nonlinear fits with variable slope (four parameters) are depicted. **h**, Flag-specific coimmunoprecipitation from HAFTL cells retrovirally transduced with empty vector or SIRT7–Flag, followed by Pax5 and SIRT7 immunoblotting; IP, immunoprecipitate. **i**, Immunoblot of Pax5 and SIRT7 in the input and gel filtration chromatography fractions in HAFTL cells. Approximate molecular weights are shown. Red brackets indicate fractions in which Pax5 and SIRT7 coelute. **j**, Immunoblot of Pax5 protein in HAFTL and KOPN-8 cells treated with vehicle (–) or 5 mM nicotinamide (NAM) for 48 h. **k**, Pan-acetyl-lysine (AcK) immunoblotting of in vitro deacetylation assays with purified Pax5 alone, with SIRT7 or SIRT7 and NAD^+^. **l**, Fragmentation MS/MS spectra of the KacRDEGIQ(+.98)ESPVPNGHSLPGR peptide, as determined by proteomic analysis of Pax5 protein immunoprecipitated from *SIRT7*^−/−^ HEK293F cells transiently expressing Pax5 and empty vector (left) or Pax5 and SIRT7 (right) by polyethylenimine transfection. **m**, Schematic of mouse Pax5 functional domains; PRD, paired box domain; OP, octapeptide domain; HD, partial homeodomain; TAD, transactivation domain; ID, inhibitory domain. The start and end of each domain and the detected acetyl-lysine residues are indicated. **n**, Conservation of Pax5 186–229 peptide in *Mus musculus*, *Homo sapiens*, *Gallus gallus*, *Danio rerio* and *Xenopus laevis*. K198 is shown in red. **o**, Expression of Pax5^WT^ and Pax5^K198Q^ and Pax5^K198R^ mutants expressed in HEK293F cells as in **l**. **p**, Ubiquitination of Flag-purified Pax5^WT^ and Pax5^K198Q^ and Pax5^K198R^ mutants in HEK293F cells coexpressing HA–ubiquitin (HA–Ub) as in **l**. **q**, Expression of Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^ in HEK293F cells treated as in **g** (*n* = 4). **r**, Scatter plot of the correlation between Pax5 and PCAF protein in individuals with B-ALL^29^, as determined by proteomics. Linear regression and 95% confidence intervals (dashed lines) are shown (*n* = 27, *P* = 0.02). **s**, Pax5 expression (left; pooled from three independent experiments) and Pax5 acetylation (right; Ack/Pax5, pooled from four (Pax5^WT^) and three (Pax5^K198R^) independent experiments) in HEK293F cells expressing Pax5^WT^ or Pax5^K198R^ together with empty vector, p300, PCAF, NCOA3 or GTF3C4. Data are shown as mean ± s.d. (**a**, **c**, **e**, **g**, **q** and **s**) and were analyzed by two-tailed *t*-tests with a Holm–Sidak comparison (**a**), one-tailed *t*-test (**e** and **r**), two-way ANOVA with Sidak comparisons (**g**) or one-way ANOVA with Fisher’s LSD test (**q** and **s**). Source data

We next investigated whether the catalytic activity of SIRT7 was required for Pax5 protein stabilization. Treatment with the pan-sirtuin inhibitor nicotinamide induced Pax5 degradation in HAFTL cells and B-ALL KOPN-8 cells, whereas the expression of *Pax5* mRNA was unaffected (Fig. 3j and Extended Data Fig. 5f,g). To test whether SIRT7 deacetylated Pax5 directly, we expressed and purified them in HEK293F cells and performed in vitro deacetylation assays. Incubation of Pax5 with SIRT7 in the presence of the cofactor NAD^+^ partially reduced Pax5 global acetylation (Fig. 3k). Ectopic expression of Pax5 alone or together with SIRT7 in *Sirt7*^−/−^ HEK293F cells followed by Pax5 purification and MS detected several acetylated residues, including K79, K87, K98, K198 and K257 (Fig. 3l,m). Of them, only K198 was lost in Pax5 isolated from *SIRT7*^−/−^ HEK293F cells overexpressing SIRT7 (as evidenced by the loss of the cluster of acetylated peptide peaks spanning from 554.79 to 555.54 *m*/*z*; Fig. 3l), indicating that SIRT7 specifically deacetylated Pax5 at K198. K198 is located within a putative Pax5 intrinsically disordered region of unknown function, located between the conserved octapeptide and the partial homeodomain^30^ and conserved across Pax5 orthologs in chordates (Fig. 3n). A lysine-to-glutamine Pax5 mutant at K198 (Pax5^K198Q^) that mimicked acetylated Pax5 was expressed at lower levels than wild-type Pax5 protein (Pax5^WT^) in HEK293F cells, whereas a lysine-to-arginine mutant (Pax5^K198R^) that mimicked the deacetylated form of Pax5 was expressed at higher levels than Pax5^WT^ (Fig. 3o and Extended Data Fig. 5h). When Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^ were expressed together with hemagglutinin–ubiquitin (HA–ubiquitin) in HEK293F cells, ubiquitin was preferentially loaded into Pax5^K198Q^ (Fig. 3p and Extended Data Fig. 5i), suggesting increased proteasomal degradation. The half-life of Pax5^K198Q^ was diminished 2.5-fold compared to Pax5^WT^, whereas the half-life of Pax5^K198R^ increased 1.7-fold (Fig. 3q). A K198 lysine-to-alanine mutant (Pax5^K198A^) showed similar protein levels (Extended Data Fig. 5j) and half-life as Pax5^K198R^ in untreated and cycloheximide-treated HEK293F cells, respectively (Extended Data Fig. 5k,l), ruling out the possibility that the increased stability of Pax5^K198R^ was due to potential modifications on arginine. Finally, cellular fractionation experiments showed that Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^ were similarly distributed in the nucleoplasm and chromatin and were excluded from the cytoplasm in HEK293F cells (Extended Data Fig. 5m). Thus, SIRT7-mediated deacetylation of Pax5 at K198 prevented the proteasomal degradation of Pax5 and enhanced its stability.

To identify the acetyltransferase(s) that catalyze Pax5 K198 acetylation, we searched for proteins with acetyltransferase activity^31^ among reported interactors of Pax5 (Methods) and identified four potential candidates (p300, PCAF, GTF3C4 and NCOA3; Extended Data Fig. 5n and Supplementary Table 3). Analysis of the expression of Pax5 and the four candidates in publicly available proteomics data from 27 individuals with B-ALL^29^ showed that only PCAF levels correlated negatively with Pax5 protein expression (Fig. 3r and Extended Data Fig. 5o). Following coexpression of Pax5 with all four enzymes in HEK293F cells, Pax5-WT expression was strongly reduced when coexpressed with PCAF, but not with the other acetyltransferases, compared to the levels of Pax5 expressed alone (Fig. 3s and Extended Data Fig. 5p). Pax5-K198R expression was similar whether coexpressed with PCAF or not (Fig. 3s and Extended Data Fig. 5q), suggesting that PCAF modulates Pax5 expression through K198 acetylation. To measure the ability of all four enzymes to acetylate Pax5, we coexpressed them with Pax5^WT^ or Pax5^K198R^, purified Pax5 by immunoprecipitation and measured global Pax5 acetylation by pan-acetyl-lysine immunoblotting. Only PCAF significantly increased Pax5^WT^, but not Pax5^K198R^ acetylation (Fig. 3s and Extended Data Fig. 5r), indicating that PCAF specifically acetylates Pax5 at K198. Thus, SIRT7 and PCAF regulate Pax5 protein stability by controlling Pax5 K198 acetylation.

### Pax5 K198 acetylation regulates gene expression

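Pro-B cells of *Pax5*-/- mice, which lack this transcription factor, were transduced with a retrovirus carrying no insert (EV), Pax5 WT or a form in which the lysine K198 is replaced by glutamine (Pax5 K198Q), a mimic of acetylated Pax5, or by arginine (Pax5 K198R), a mimic of deacetylated Pax5. For ChIP–seq the cells were cultured for 7 days, chromatin bound by an antibody to Pax5 was sequenced from 2 replicates of each of the 3 forms, and the authors aligned the reads with Bowtie2, kept those with a mapping quality of at least 37 and called peaks over the input with MACS2 at a q-value under 0.05. They deposited 1 peak list per replicate with the fold enrichment over input at the summit and −log10 of the q-value. Of the peaks on the 21 chromosomes of the mm10 reference used here, 0 lay past a chromosome's end. For RNA-seq, 8 libraries in 4 groups were sequenced. The values of a library had no common step, unlike those of the sorted cells, so that whole reads were not recovered. They summed to between 28865461 and 30520853 normalized counts per library over 35896 genes, of which 13345 passed the filter and were tested. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1.5, as in Fig. 4f. The transcript of *Pax5* was measured first, since the forms were delivered by the vector. It had 2152 ± 69.2 normalized counts with EV, 6305 ± 217 with Pax5 WT, 8941 ± 31.9 with Pax5 K198Q and 18886 ± 3219 with Pax5 K198R (SD, n = 2 each). The amount with Pax5 K198R was 3-fold and that with Pax5 K198Q 1.42-fold the amount with Pax5 WT.

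**Figure D2:**
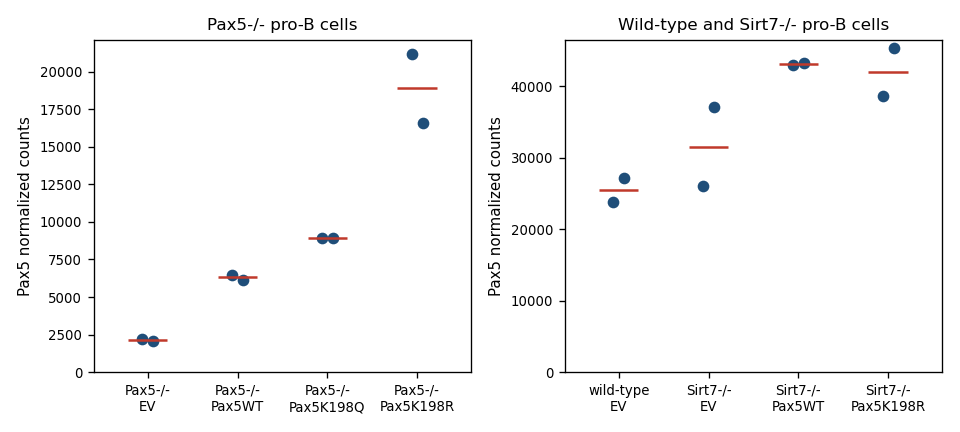
Normalized counts of *Pax5* in each library (points) and group mean (lines), in *Pax5*-/- pro-B cells on the left and in wild-type and *Sirt7*-/- pro-B cells on the right. In *Pax5*-/- cells the 2 libraries with Pax5 K198R had 21162 and 16610 normalized counts and those with Pax5 WT had 6458 and 6152, whereas in *Sirt7*-/- cells the libraries of both forms lay between 38690 and 45426.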

To investigate the impact of Pax5 K198 acetylation on Pax5 genome distribution and transcriptional activity, we performed ChIP–seq and RNA-seq in sorted Lin^–^B220^+^IgM^−^ pro-B cells from *Pax5*^−/−^ mice retrovirally infected with Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^. 

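The peak lists held 10646 and 11830 peaks for Pax5 WT, 3750 and 3957 for Pax5 K198Q and 12158 and 13997 for Pax5 K198R. The peak names inside the list of Pax5 K198R replicate 2 carry another replicate number, and all Pax5 K198R peaks counted as found in both replicates rest on this list. Median fold enrichment over input was between 5.60 and 5.83 in all 6 lists, and the median length of a peak was 284 and 286 bp for Pax5 K198Q, 314 and 313 bp for Pax5 WT and 315 and 318 bp for Pax5 K198R. Of the Pax5 WT peaks, 74.3% of replicate 1 and 66.8% of replicate 2 overlapped a peak of the other replicate. The shares were 64.6% and 61.3% for Pax5 K198Q and 76.9% and 66.6% for Pax5 K198R. Between 29.2% and 33.6% of the peaks in a Pax5 WT list overlapped a peak in a Pax5 K198Q list. Between 91.7% and 93.3% of the Pax5 K198Q peaks overlapped a peak in a Pax5 WT list.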

ChIP–seq indicated that Pax5^K198Q^ had markedly reduced binding to chromatin, whereas Pax5^K198R^ occupancy at Pax5 target loci was strongly increased compared to Pax5^WT^ (Fig. 4a). 

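For each form, 8-mers on either strand were ranked by their excess in windows of 100 bp around the replicate 1 summits of peaks found in both replicates over windows 300 bp away. There were 7908 windows for Pax5 WT, 2422 for Pax5 K198Q and 9347 for Pax5 K198R. Of the 50 highest 8-mers, Pax5 WT and Pax5 K198Q shared 37, Pax5 WT and Pax5 K198R 38, and Pax5 K198Q and Pax5 K198R 35. The peaks of the forms lie largely in the same regions, so that much sharing was likely in advance. It cannot show whether the forms prefer the same motif. The highest were GC-rich in all 3 forms: GCCCCGCC was in 8.60% of the Pax5 WT windows against 2.48% of those 300 bp away, in 10.1% against 2.27% for Pax5 K198Q, and in 9.24% against 2.42% for Pax5 K198R. In windows of 50 bp, the 8-mer GCGTGACC ranked 10 for Pax5 WT, in 0.974% of summit windows against 0.0253% of those away from the summit. The 8-mers were not matched to a motif of Pax5, and the motif search of Extended Data Fig. 6a was not repeated.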

Motif enrichment analysis indicated that Pax5^K198Q^ and Pax5^K198R^ bound to the same Pax5 binding motif (Extended Data Fig. 6a). Differences in the binding to other transcription factor motifs were observed, including a reduced binding to the PU.1 motif and increased binding to the FLI1 motif by Pax5^K198R^ compared to Pax5^WT^ (Extended Data Fig. 6b).

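Without motif matrices, 1 core 8-mer per motif, chosen by hand before any window was counted, was searched for on both strands. The PU.1 core GAGGAAGT was in 2.24% of the Pax5 WT windows of 100 bp (95% Wilson interval 1.93 to 2.59%), in 1.90% of the Pax5 K198Q windows (1.43 to 2.52%) and in 2.11% of the Pax5 K198R windows (1.84 to 2.42%). The FLI1 core ACTTCCGG was in 1.97% (1.69 to 2.30%), 1.82% (1.36 to 2.43%) and 2.05% (1.79 to 2.36%) of them. The intervals of the 3 forms overlapped for both cores, so a difference was not detectable with this number of windows. Away from the summits of Pax5 WT the cores were in 0.594% and 0.329% of the windows. The intervals cover counting error only.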

**Fig. 4:**
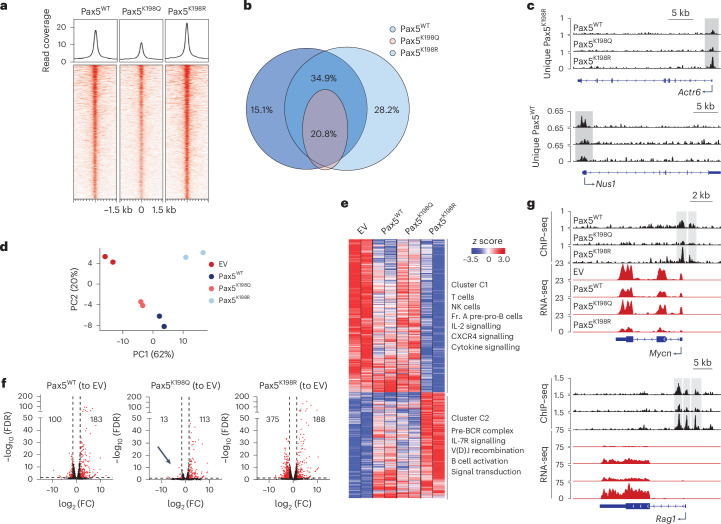
Pax5 K198 acetylation regulates gene expression. **a**, ChIP–seq analysis showing the genomic occupancy of Pax5-WT, Pax5-K198Q and Pax5-K198R in *Pax5*^−/−^ Lin^–^B220^+^IgM^−^ pro-B cells retrovirally transduced with Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^ and expanded ex vivo for 7 days in OP9 cells and in the presence of 10 ng ml^–1^ IL-7, SCF and FLT3-L. One thousand random significant peaks are displayed. Top, read coverage profiles. **b**, Venn diagram of the overlap between the significant peaks (*q* < 0.05) detected by ChIP–seq of Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^ forms. **c**, Binding of Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^ in the *Actr6* (top) and *Nus1* regions (bottom). The *y* axis represents read coverage. **d**, PCA clustering of RNA-seq data from *Pax5*^−/−^ Lin^−^B220^+^IgM^−^ pro-B cells retrovirally transduced with empty vector, Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^. **e**, Unsupervised clustering of differentially expressed genes (FDR < 0.05) in *Pax5*^−/−^ Lin^−^B220^+^IgM^−^ pro-B cells retrovirally transduced with empty vector, Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^ as in **d**. Significant Gene Ontology terms for clusters C1 and C2 are shown. **f**, Volcano plots of differentially expressed genes in *Pax5*^−/−^ Lin^−^B220^+^IgM^−^ pro-B cells retrovirally transduced with Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^ versus empty vector. The black arrow indicates the absence of downregulated genes; significantly regulated genes (| log_2_ (fold change) | ≥ 1.5, FDR < 0.05) are shown in red. Numbers on the right and left show the number of genes significantly induced and repressed, respectively; FC, fold change; Fr. A, fraction A. **g**, ChIP–seq of Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^ forms and RNA-seq of *Pax5*^−/−^ Lin^−^B220^+^IgM^−^ pro-B cells retrovirally expressing empty vector, Pax5^WT^, Pax5^K198Q^ or Pax5^K198R^ in *Mycn* (top) and *Rag1* (bottom) genes. The *y* axis represents read coverage.

Comparison of the Pax5^K198Q^, Pax5^K198R^ and Pax5^WT^ peaks revealed that Pax5^K198Q^ lost occupancy in nearly 80% of the peaks occupied by Pax5^WT^ and Pax5^K198R^ (for example, peaks in *Klf6*, *Myc* and *Bcl6* genes; Fig. 4b and Supplementary Table 4). 

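Peaks found in both replicates of a form were merged into 10760 regions over the 3 forms, of which Pax5 WT had 7720, Pax5 K198Q 2382 and Pax5 K198R 9116. The alternative that moved these numbers most, peaks in either replicate, gave 19632 regions. Pax5 K198Q had no peak in 70.0% of the Pax5 WT regions (95% Wilson interval 68.95 to 71.0%), in 74.4% of the Pax5 K198R regions and in 62.5% of the regions that Pax5 WT and Pax5 K198R shared. Of the 10748 regions with Pax5 WT or Pax5 K198R, 8378 (77.95%) had no Pax5 K198Q peak, a share added after the data were seen. Of the Pax5 WT regions without Pax5 K198Q, 37.3% had a peak in 1 of the 2 Pax5 K198Q lists. The missing peaks were weaker: in Pax5 WT replicate 1, the median fold enrichment was 9.66 in regions that Pax5 K198Q kept and 5.61 in those it lacked. Among peaks of Pax5 WT replicate 1 in the upper quartile of fold enrichment, 37.8% lay outside the Pax5 K198Q set and 15.4% had no peak in either Pax5 K198Q list. At *Klf6*, on chromosome 13 of mm10 from 5861482 to 5870394, Pax5 WT had a peak in both replicates whose summit lay 149 bp upstream of the 5′ end in replicate 1, and Pax5 K198Q had none. *Myc* had 2 peaks in each Pax5 WT list and *Bcl6* 1 and 2, counted over the gene and 10 kb upstream, and Pax5 K198Q had 0 at both genes. The counts at a single gene were small, and 0 peaks means that none passed the authors' q-value.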

Notably, Pax5^K198R^ bound 3,093 new regions (28.2% of all detected peaks), such as *Csf1* and *Actr6*, and lost 1,659 binding sites (15.1%; for example, *Nus1* and *Fundc1*), compared to Pax5^WT^, whereas 6,616 peaks (55.8%; for example *Cd19* and *Vpreb1*) were shared with Pax5^WT^ (Fig. 4b). 

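Of the regions, 3028 had Pax5 K198R and not Pax5 WT, which was 28.1% of all regions, 1632 had Pax5 WT and not Pax5 K198R, which was 15.2%, and 6088 had both, which was 56.6%. The regions without Pax5 WT were 33.2% of the Pax5 K198R regions (95% Wilson interval 32.3 to 34.2%), and those without Pax5 K198R were 21.1% of the Pax5 WT regions (20.2 to 22.1%). *Csf1*, on chromosome 3 of mm10, had 1 peak in each Pax5 K198R list and none in the other lists. *Actr6* had 1 peak in each Pax5 K198R list and 1 in Pax5 WT replicate 1. *Nus1* had peaks in both Pax5 WT lists and 1 in Pax5 K198R replicate 2, and *Fundc1* had 1 peak in each Pax5 WT list alone. *Vpreb1* had 1 or 2 peaks in every list of the 3 forms.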

More than 90% of the regions bound by Pax5^K198R^ were previously reported^17^, such as those in the *Actr6* and *Foxo1* genes (Extended Data Fig. 6c), indicating that K198 deacetylation stabilized Pax5 binding at regions where it binds weakly rather than causing Pax5 redistribution. Consistently, Pax5^WT^ and Pax5^K198Q^ exhibited mild but clear binding to regions that were only bound significantly by Pax5^K198R^ (Fig. 4c and Extended Data Fig. 6d). Similarly, we observed mild binding of Pax5^K198R^ to unique Pax5^WT^ sites, such as the *Nus1* gene (Fig. 4c). 

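Of the 3028 regions with Pax5 K198R and not Pax5 WT, 61.5% had a Pax5 WT peak in 1 replicate, and 38.5% had none in either. These regions were weak in the Pax5 K198R lists as well. In replicate 1 their median fold enrichment stood at the 39.9th percentile, against the 68.8th for the regions shared with Pax5 WT. In the upper quartile of fold enrichment, 11.3% of the replicated Pax5 K198R peaks of replicate 1 lay outside the Pax5 WT set and 2.98% had no peak in either Pax5 WT list. In the lower quartile the shares were 52.2% and 22.4%. The *Actr6* peak of Pax5 K198R had a fold enrichment of 10.9 in replicate 1 and 3.15 in replicate 2, and that of Pax5 WT replicate 1 had 4.81.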

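Of the 1632 regions with Pax5 WT and not Pax5 K198R, 70.0% had an Pax5 K198R peak in 1 replicate. In Pax5 WT replicate 1 they stood at the 39.1st percentile of fold enrichment, against the 65.8th for the regions shared with Pax5 K198R. At *Nus1*, on chromosome 10 of mm10 from 52417547 to 52440183, the peaks found in both Pax5 WT lists had fold enrichments of 3.59 and 3.21, and the peak in Pax5 K198R replicate 2 had 6.11.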

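Peaks were counted over each gene and 10 kb upstream. *Cdk4* and *Cox20* had 1 peak in each Pax5 K198R list and 0 in the lists of Pax5 WT and Pax5 K198Q. *Foxo1*, where the paper also reports binding of Pax5 K198R, had 1 and 3 peaks with Pax5 K198R alone. *Rb1* had peaks in both Pax5 K198R lists and 1 in Pax5 WT replicate 2, *Ikzf1* had 4 and 2 peaks with Pax5 K198R and 2 in Pax5 WT replicate 2, and *Lif* had 1 and 2 with Pax5 K198R and 1 each in Pax5 WT replicate 2 and Pax5 K198Q replicate 2. *Itga6* had peaks in both Pax5 WT lists and in Pax5 K198Q replicate 1, and *Cxcr4* had peaks in all 6 lists. At *Itga6* none of the Pax5 WT peaks was found in both replicates, and at both genes Pax5 K198R had peaks found in both replicates where Pax5 WT had none that was. With 50 kb upstream, *Cdk4* gained 1 peak in Pax5 WT replicate 2, and *Rb1* had 2 there. *Ikzf1* then had 2 peaks in each Pax5 WT list, *Lif* 1 and 2 and *Actr6* 2 and 1. *Csf1*, *Foxo1* and *Cox20* still had 0 in both. Each of these genes had at least 1 peak in both Pax5 K198R lists. The ontology analysis was not repeated.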

Gene ontology analysis of the peaks uniquely bound by Pax5^K198R^ indicated enrichment in lineage-inappropriate genes (*Csf1*, *Lif* and *Itga6*) as well as in genes involved in B cell differentiation (*Ikzf1* and *Cxcr4*), the cell cycle (*Rb1* and *Cdk4*) and metabolism (*Pten* and *Cox20*; Extended Data Fig. 6e). These data suggest that K198 deacetylation promotes Pax5 binding to regions linked to B cell development and commitment.

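A stricter q-value applied to all lists alike left the shares of regions near their values: under 1e-05 there were 8850 regions, 2542 of them with Pax5 K198R and not Pax5 WT. That threshold was added after the data were seen. From these data the paper proposes that deacetylation of K198 promotes binding of Pax5 to regions linked to the development and commitment of B cells.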

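Over the 2000 genes with the smallest p in the F-test over the 4 groups, cells with EV lay 48.7 from those with Pax5 K198Q, 61.9 from those with Pax5 WT and 78.5 from those with Pax5 K198R. The 2 replicates of a group lay between 19.5 and 20.6 apart, and 30.3 apart with Pax5 K198R. The ratio of the distance from EV with Pax5 K198Q to that with Pax5 WT was 0.787, between 0.763 and 0.840 over single libraries. Group means of Pax5 WT and Pax5 K198Q lay 34.4 apart. Pax5 K198R lay 56.6 from Pax5 WT and 63.0 from Pax5 K198Q. The first principal component held 57.0% of the variance, on which EV stood at -37.3 and -35.7, Pax5 K198Q at -9.76 and -11.6, Pax5 WT at 4.97 and 5.97 and Pax5 K198R at 35.2 and 48.1.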

In a PCA of RNA-seq data, *Pax5*^−/−^ pro-B cells transduced with empty vector clustered closer to *Pax5*^−/−^ pro-B cells expressing Pax5^K198Q^ than to those expressing Pax5^WT^ (Fig. 4d), whereas *Pax5*^−/−^ pro-B cells expressing Pax5^K198R^ clustered away from the rest (Fig. 4d). 

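At an adjusted p under 0.05 in the F-test of limma over the 4 groups, 972 genes differed, and k-means divided them into a cluster of 417 and a cluster of 555. A block for the replicate number put 2327 genes past the same F-test. The first had a mean scaled expression of -1.10 with EV, -0.07 with Pax5 K198Q, 0.37 with Pax5 WT and 0.79 with Pax5 K198R. It held *Cd79a*, *Cd79b*, *Il7r*, *Foxo1*, *Rag1*, *Rag2*, *Vpreb1a* and *Vpreb1b*. The second had means of 0.75, 0.45, 0.07 and -1.28 and held *Zap70*, *Nkg7* and *Stat3*. *Il2rg* and *Stat5b* were not among the 972 genes. *Cd79a* rose from 2265 normalized counts with EV to 5231 with Pax5 K198Q, 8526 with Pax5 WT and 13838 with Pax5 K198R, by 1.21, 1.90 and 2.61 on the log2 scale (SE 0.113 each, limma adjusted p = 0.00365, 0.000245 and 2.65e-05). *Nkg7* fell by 0.87 with Pax5 K198Q, by 1.33 with Pax5 WT and by 2.48 with Pax5 K198R (SE 0.223 each, limma adjusted p = 0.218, 0.0225 and 0.00087). *Il2rg* fell by 0.25 to 0.48 with the 3 forms, with limma adjusted p-values from 0.0568 to 0.741. With the block it was past 0.05 with Pax5 WT (adjusted p = 0.0244) and with Pax5 K198R (adjusted p = 0.0153).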

Unsupervised clustering unveiled two clusters: cluster C1, which comprised genes repressed by Pax5, such as lineage-inappropriate genes (*Zap70* and *Nkg7*) and cytokine signaling genes (*Stat3* and *Il2rg*; Fig. 4e), and cluster C2, which comprised genes induced by Pax5, such as genes related to pre-B cell receptor (*Vpreb1a/b* and *Cd79a/b*), IL-7 receptor-mediated signaling (*Il7r* and *Stat5b*) and V(D)J recombination (*Foxo1* and *Rag1*/*Rag2*; Fig. 4e). 

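*Blnk*, on chromosome 19 of mm10, was nearly absent with EV at 3.73 normalized counts and rose to 472 with Pax5 K198Q, 934 with Pax5 WT and 3359 with Pax5 K198R. Between Pax5 K198R and Pax5 WT the log2 fold change was 1.84 (SE 0.268, limma adjusted p = 0.015). *Rag1* differed by 1.06 between these forms (SE 0.199, limma adjusted p = 0.0366), which is under the fold change threshold, and *Irf4* by 0.51 (SE 0.38, limma adjusted p = 0.731). *Il7r* rose by 1.37 with Pax5 WT, 1.33 with Pax5 K198Q and 0.56 with Pax5 K198R against EV, and was 0.80 lower with Pax5 K198R than with Pax5 WT (log2 fold change -0.80, SE 0.154, limma adjusted p = 0.0393). The log2 fold changes of *Dusp4* against EV were -1.02 with Pax5 WT, -0.72 with Pax5 K198Q and -1.76 with Pax5 K198R, and those of *Mycn* were -0.85, -0.38 and -1.41. For these 2 genes the difference between Pax5 K198R and Pax5 WT was not past 0.05 (limma adjusted p = 0.28 and 0.57). With the replicate number as a block, it was past 0.05 for *Mycn* (adjusted p = 0.0276) and not for *Dusp4* (adjusted p = 0.0534).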

Pax5^K198R^ induced genes related to V(D)J recombination (*Blnk*, *Irf4* and *Rag1*) more strongly than Pax5^WT^ and Pax5^K198Q^, whereas genes linked to proliferation (*Il7r*, *Dusp4* and *Mycn*) were similarly regulated by Pax5^WT^ and Pax5^K198Q^, but not by Pax5^K198R^ (Extended Data Fig. 6f,g). 

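Against EV, Pax5 WT raised 168 genes, Pax5 K198Q 84 and Pax5 K198R 194. Without the fold change threshold, 300, 116 and 517 genes were higher. *Vpreb3* rose by 2.59 on the log2 scale with Pax5 WT, 2.10 with Pax5 K198Q and 3.19 with Pax5 K198R (SE 0.124 each, limma adjusted p = 0.000146, 0.000577 and 1.68e-05). *Cd55* was listed at 0 with EV and was at least 14.5-fold higher with Pax5 WT, at least 8.51-fold with Pax5 K198Q and at least 67.9-fold with Pax5 K198R. Between Pax5 K198R and Pax5 WT, *Cd55* differed by 2.22 (SE 0.398, limma adjusted p = 0.0299) and *Bcar3* by 2.65 (SE 0.365, limma adjusted p = 0.0129). In that comparison 213 genes were called, 38 higher and 175 lower with Pax5 K198R, and in the comparison of Pax5 K198Q with Pax5 WT 3 genes were called, all lower with Pax5 K198Q, and 462 had an unadjusted p under 0.05. With the replicate number as a block, 133 genes were higher with Pax5 K198Q than with EV, 326 were called between Pax5 K198R and Pax5 WT, and 14 between Pax5 K198Q and Pax5 WT, 4 of them higher with Pax5 K198Q. The gene with the largest increase with each form was *Kcnk10*, at 0.452 normalized counts with EV and at least 189-fold higher with Pax5 WT, at least 108-fold with Pax5 K198Q and at least 264-fold with Pax5 K198R.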

All three Pax5 proteins significantly increased the expression of a similar number of genes compared to *Pax5*^−/−^ pro-B cells (for example, *Cd19* and *Vpreb3*), with Pax5^K198R^ inducing the expression of some targets (*Cd55* and *Bcar3*) stronger than Pax5^WT^ (Fig. 4f). By contrast, introduction of Pax5^K198Q^ significantly reduced the expression of only 13 genes (for example, *Cyp2d13* and *Bcl2a1a*), whereas Pax5^K198R^ stringently repressed 375 genes (including *Gata3* and *Il2rb*; Fig. 4f and Supplementary Table 5). These observations indicate that Pax5 K198 acetylation affects the extent to which Pax5 regulates its canonical targets rather than controlling different subsets of genes. 

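Against EV, 4 genes were lower with Pax5 K198Q, 35 with Pax5 WT and 418 with Pax5 K198R. A block for the replicate number gave 7, 106 and 521. The 418 genes had a median log2 fold change of -2.32 with Pax5 K198R. *Gata3*, on chromosome 2 of mm10, fell from 33.7 to 3.12 normalized counts with Pax5 K198R, a log2 fold change of -3.14 (SE 0.795, limma adjusted p = 0.0474), and had 8.09 with Pax5 WT and 27.2 with Pax5 K198Q. *Il2rb* fell from 934 to 112 normalized counts with Pax5 K198R, by 3.11 (SE 0.254, limma adjusted p = 0.000558), by 1.99 with Pax5 WT (limma adjusted p = 0.00753) and by 0.78 with Pax5 K198Q (limma adjusted p = 0.401). *Cyp2d13* had between 0 and 2.18 and *Bcl2a1a* between 0 and 2.99 normalized counts over the 8 libraries, below the filter, so that neither was tested. Of the 4 genes lower with Pax5 K198Q, *Gm13378* was at least 5.41-fold lower and *Trdv5* fell by 2.12 (SE 0.345, limma adjusted p = 0.0388). The largest falls with Pax5 K198R among genes above the floor were those of *Gbp10*, by 4.56 (SE 0.912, limma adjusted p = 0.0194), and *Drc1*, by 4.49 (SE 0.546, limma adjusted p = 0.00275).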

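The 418 genes lower with Pax5 K198R had a median log2 fold change of -1.07 with Pax5 WT, with 89.7% of them lower, and of -0.53 with Pax5 K198Q, with 84.2% of them lower. With group means under 3 counts set to 3, the medians were -1.09 and -0.54. The 194 genes higher with Pax5 K198R had a median of 1.92 with Pax5 WT and of 1.48 with Pax5 K198Q, or 1.84 and 1.38 with group means under 3 counts set to 3. Because the 3 forms were compared with the same EV libraries, their changes correlate by chance. The shares and medians of the genes called with Pax5 K198R lean towards agreement for the same reason, and they were not set against unchanged groups. Across the 13345 genes, which are not independent replicates, Pearson's r was 0.779 between the changes with Pax5 WT and Pax5 K198Q, 0.672 between Pax5 WT and Pax5 K198R and 0.575 between Pax5 K198Q and Pax5 K198R. Unchanged groups simulated against the same EV libraries gave 0.500, 0.500 and 0.501, the median of 100 simulations. When each form was compared with a different EV library, r was 0.466, 0.468 and 0.341. Of the 203 genes called with Pax5 WT, 78 were called with Pax5 K198Q and 121 with Pax5 K198R. From these observations the paper concludes that acetylation of K198 affects how far Pax5 regulates its canonical targets and not which genes it controls.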

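Peaks of Pax5 K198R found in both replicates were set against the change with Pax5 K198R in 13283 tested genes with a position in mm10. Within 1 kb of the 5′ end, 7.43% of the 417 genes lower with Pax5 K198R had a peak, against 33.4% of 12674 genes not called (Fisher's exact test across genes, p = 1.1e-35). Genes matched to them on expression had a peak in 20.3% of cases, between 15.1% and 26.1% over 1000 draws. Over the gene and 10 kb upstream, 23.5% of the lower and 58.3% of the higher genes had a peak, against 45.7% of the others. For the 192 higher genes, matched genes had a peak in 35.1% of cases, between 25.0% and 45.3%. Within 1 kb of the 5′ end, 28.6% of the 192 higher genes had a peak (Fisher's exact test against the others, p = 0.19), and matched genes did in 22.5% of cases, between 14.1% and 32.3%, a range that holds the observed share. The gene *Rag1*, on chromosome 2 of mm10 from 101638282 to 101649501, had 4 peaks in each list of Pax5 WT and Pax5 K198R and 2 and 1 in the Pax5 K198Q lists. *Mycn* had 1 peak in each Pax5 WT list, 2 and 1 in the Pax5 K198R lists and 0 in the Pax5 K198Q lists. *Mycn* went from 2736 normalized counts with EV to 1535 with Pax5 WT, 2173 with Pax5 K198Q and 1025 with Pax5 K198R.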

Binding of Pax5^K198Q^ and Pax5^K198R^ to the promoter or to putative proximal enhancer regions correlated with the induction or silencing of the bound genes (Fig. 4g). Therefore, modulation of acetylation at Pax5 K198 creates a regulatory switch whereby K198-deacetylated Pax5 potently represses gene expression of lineage-inappropriate and cytokine signaling genes in pro-B cells, whereas K198-acetylated Pax5 fails to repress lineage-inappropriate genes but efficiently regulates genes linked to V(D)J and proliferation.

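Of the 15 lineage-inappropriate genes named in the paper, 12 were tested in *Pax5*-/- cells, and 9 were lower than with EV with each of the 3 forms. The median log2 fold change was -0.47 with Pax5 K198Q, -0.65 with Pax5 WT and -0.95 with Pax5 K198R. Over all genes, 0, 1 and 4 of them were called, and 0, 2 and 5 when adjusted over the list alone. The paper drew that list in part from these libraries. Its camera adjusted p-values were 0.0126, 0.0043 and 0.00141. Fry shared only the call with Pax5 K198R (adjusted p = 0.0187), and not with the replicate number as a block (adjusted p = 0.0623). At an unadjusted p under 0.05 and the same fold change, 104 to 842 of all genes differed over the comparisons in these cells. The T cell markers had medians of -0.28, -0.62 and -0.97. With Pax5 WT their camera adjusted p was 0.0494, or 0.08 with the replicate number as a block. With Pax5 K198R it was 5.85e-05 (fry adjusted p = 0.0157), and with Pax5 K198Q 0.22. NK cell markers had medians of -0.60, -1.16 and -2.16. The 18 tested B cell development genes named in the paper had medians of 0.56, 0.89 and 1.24, with camera adjusted p-values of 1.17e-13, 3.64e-13 and 4.72e-13 that fry shared. The paper drew this list too in part from these libraries, so that these p-values are not independent support. With a correlation estimated from the data, the camera adjusted p was 0.0714 with each form.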

### Pax5 K198 deacetylation regulates B cell identity

To confirm that Pax5 deacetylation is required for B cell development and lineage restriction, we injected CD45.2 *Pax5*^−/−^ Lin^−^B220^+^IgM^−^ pro-B cells retrovirally expressing either empty vector or vectors encoding Pax5^WT^, Pax5^K198Q^ or Pax5^K198R^ into sublethally irradiated CD45.1 mice. Four weeks after transplantation, CD45.2^+^B220^+^CD19^+^ B cells were detected in the BM of mice injected with *Pax5*^−/−^ pro-B cells expressing Pax5^WT^, but not in mice transferred with *Pax5*^−/−^ pro-B cells expressing Pax5^K198Q^ or Pax5^K198R^ (Fig. 5a and Extended Data Fig. 7a), indicating that Pax5 K198 dynamic acetylation/deacetylation is required for B cell development. Pax5-deficient pro-B cells differentiate into alternative lineages, including T cells^7,32^. Donor-derived CD45.2^+^ CD4^+^ and CD8^+^ T cells were detected in the thymus of mice injected with *Pax5*^−/−^ pro-B cells expressing empty vector or Pax5^K198Q^, but not in those injected with *Pax5*^−/−^ pro-B cells expressing Pax5^WT^ or Pax5^K198R^ (Fig. 5b and Extended Data Fig. 7b), suggesting that SIRT7-mediated K198 deacetylation is required for pro-B cell commitment. Transfer of sorted CD45.2 wild-type or *Sirt7*^−/−^ Lin^–^B220^+^CD19^+^IgM^−^ pro-B cells into sublethally irradiated CD45.1/CD45.2 mice revealed that 4 weeks after transplantation, donor-derived CD45.1^–^CD45.2^+^TCRβ^+^ T cells and CD45.1^–^CD45.2^+^NKP46^+^ NK cells were present in the spleens of mice injected with *Sirt7*^−/−^ pro-B cells (Fig. 5c–e), indicating that *Sirt7*^−/−^ pro-B cells differentiated into T cells and NK cells. Lin^−^IgM^+^IgD^+^ mature B cells sorted from the spleens of CD45.2 wild-type or *Sirt7*^−/−^ mice and transferred into sublethally irradiated CD45.1/CD45.2 mice did not lose CD19 expression, and no CD45.1^–^CD45.2^+^TCRβ^+^ T cells were detectable in the spleens of mice injected with wild-type or *Sirt7*^−/−^ mature B cells 6 weeks after transplantation (Extended Data Fig. 7c), suggesting that SIRT7 is required for the establishment, but not maintenance, of B cell commitment.

**Fig. 5:**
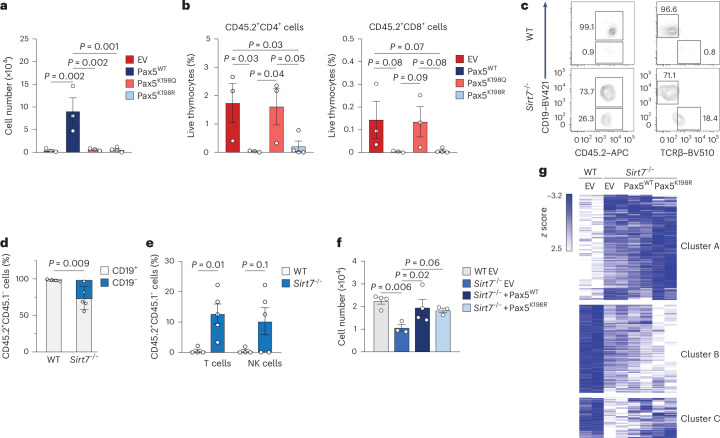
Pax5 K198 deacetylation regulates B cell identity. **a**,**b**, Number of donor-derived CD45.2^+^CD19^+^B220^+^ cells in the BM (**a**) and percentages of donor-derived CD45.2^+^CD4^+^ cells (left) and CD45.2^+^CD8^+^ (right) cells in the thymus (**b**) of CD45.1 wild-type recipient mice 4 weeks after transplantation of Lin^−^B220^+^IgM^−^ *Pax5*^−/−^ pro-B cells retrovirally transduced with empty vector, Pax5^WT^, Pax5^K198Q^ or Pax5^K198R^ (empty vector, *n* = 3; Pax5^WT^, *n* = 3; Pax5^K198Q^, *n* = 3; Pax5^K198R^, *n* = 4). Data are presented as mean ± s.e.m. and were analyzed by one-way ANOVA with Fisher’s LSD test. **c**–**e**, Representative flow cytometry plots (**c**) and percentages of donor-derived CD45.1^–^CD45.2^+^CD19^+^ and CD45.1^–^CD45.2^+^CD19^−^ cells (**d**) and donor-derived CD45.1^–^CD45.2^+^TCRβ^+^ and CD45.1^–^CD45.2^+^NKP46^+^ cells (**e**) in the spleens of CD45.1/CD45.2 recipient mice injected with CD45.2 wild-type (*n* = 4) or *Sirt7*^−/−^ (*n* = 5) Lin^−^B220^+^CD19^+^IgM^−^ pro-B cells. Data are presented as mean ± s.d. (**d**) or mean ± s.e.m. (**e**) and were analyzed by two-way ANOVA with Fisher’s LSD test (**d**) or multiple *t*-tests with Holm–Sidak comparisons (**e**). **f**, Number of donor-derived B220^+^CD19^+^GFP^+^ B cells in the spleens of CD45.1/CD45.2 recipient mice injected with wild-type and *Sirt7*^−/−^ Lin^−^B220^+^CD19^+^IgM^−^ pro-B cells expressing empty vector, Pax5^WT^ and Pax5^K198R^ retroviruses (wild-type + empty vector, *n* = 4; *Sirt7*^−/−^ + empty vector, *n* = 3; *Sirt7*^−/−^ + Pax5^WT^, *n* = 3; *Sirt7*^−/−^ + Pax5^K198R^, *n* = 3). Data are presented as mean ± s.d. and were analyzed by one-way ANOVA with Fisher’s LSD test. **g**, Unsupervised clustering of the differentially expressed genes (*P* < 0.05) between wild-type and *Sirt7*^−/−^ Lin^−^B220^+^CD19^+^IgM^−^ pro-B cells retrovirally transduced with empty vector, Pax5^WT^ or Pax5^K198R^. Source data

Conditional deletion of *PCAF* and its homolog *Gcn5* in B cell progenitors impairs B cell development at the pro-B cell stage^33^. To test whether acetylation of Pax5 K198 is required for B lymphopoiesis, we retrovirally expressed Pax5^WT^ or Pax5^K198R^ (together with green fluorescent protein (GFP)) in CD45.2 *Sirt7*^−/−^ pro-B cells. After 4 weeks of transplantation into sublethally irradiated CD45.1/CD45.2 mice, we detected reduced numbers of B220^+^CD19^+^GFP^+^ B cells in the spleens of mice injected with *Sirt7*^−/−^ pro-B cells compared to mice injected with wild-type cells. This effect was reversed in *Sirt7*^−/−^ pro-B cells expressing Pax5^WT^ or Pax5^K189R^ (Fig. 5f and Extended Data Fig. 7d), indicating that PAX5 K198 deacetylation rescues defective B cell development in *Sirt7*^−/−^ pro-B cells. 

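RNA was sequenced from wild-type pro-B cells with EV and from *Sirt7*-/- pro-B cells with EV, Pax5 WT or Pax5 K198R, with 2 libraries in each group. The values were deposited like those of the *Pax5*-/- cells, between 27814214 and 30160880 normalized counts per library over 18721 genes, and 13651 genes were tested. Genes were called at an adjusted p under 0.05, with no threshold on the fold change. *Sirt7* had 1115 normalized counts in wild-type and 362 in *Sirt7*-/- cells with EV, a log2 fold change of -1.60 (SE 0.215, limma adjusted p = 0.0251), and 366 and 340 with Pax5 WT and Pax5 K198R. The transcript of *Pax5*, the cells' own included, had 31554 ± 7862 normalized counts in *Sirt7*-/- cells with EV, 43142 ± 166 with Pax5 WT and 42058 ± 4763 with Pax5 K198R (SD, n = 2 each). The amount with Pax5 K198R was 0.975-fold that with Pax5 WT. In *Sirt7*-/- cells against wild-type cells with EV, 76 genes were called, 56 higher and 20 lower. Pax5 WT changed 5 genes against EV in *Sirt7*-/- cells, all lower, with 1353 at an unadjusted p under 0.05, and Pax5 K198R changed 659, 285 higher and 374 lower. With only the groups of a comparison in the fit, 0 genes were called between the EV groups, 0 with Pax5 WT and 710 with Pax5 K198R. A block for the replicate number gave 288 genes between the EV groups, 184 higher and 104 lower, 268 for Pax5 WT, 119 higher and 149 lower, and 1588 for Pax5 K198R.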

To understand how Pax5 rescues B cell development in *Sirt7*^−/−^ progenitors at the gene expression level, we performed RNA-seq in these pro-B cells. Unsupervised clustering analysis revealed that expression of Pax5^K198R^ and, to a lesser extent, Pax5^WT^ restored the repression of 93 of the 297 genes (31.3%) upregulated in *Sirt7*^−/−^ pro-B cells, including *Cxcr5* and *Tet1* (cluster C), and did not affect the expression of genes downregulated in *Sirt7*^−/−^ pro-B cells (cluster A; Fig. 5g and Supplementary Table 6). 

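A gene higher in *Sirt7*-/- than in wild-type cells with EV was counted as restored by a form when its mean with that form fell below the midpoint of the 2 EV groups. Of the 56 genes, Pax5 WT restored 6 (10.7%), Pax5 K198R 3 (5.36%) and both forms 2. Of the 787 genes higher at an unadjusted p under 0.05, Pax5 WT restored 125 (15.9%) and Pax5 K198R 123 (15.6%). When a gene of the 56 was counted by a fall at an unadjusted p under 0.05, Pax5 WT restored 9 (16.1%) and Pax5 K198R 7 (12.5%). Of the 184 genes called with the replicate number as a block, a choice added after the data were seen, Pax5 WT restored 24 (13.0%) and Pax5 K198R 17 (9.24%). Because the genes were chosen for high values in the same *Sirt7*-/- EV libraries that the midpoint uses, the share was also simulated without an effect. In 100 simulations in which neither form changed a gene, a median of 5.91% and 5.98% of genes chosen by the adjusted p were counted as restored. For those chosen by the unadjusted p it was 21.4% and 21.3%. With the adjusted p, over a median of 121 genes, the 95th percentile was 10.4% for Pax5 WT and 10.6% for Pax5 K198R. The observed 10.7% with Pax5 WT lay just past it and the 5.36% with Pax5 K198R did not, but both are shares of 56 genes. A share of fewer genes spreads more widely, so that the 10.7% cannot be said to exceed what unchanged forms give. With the unadjusted p the 5th percentile was 19.6% and 19.3%, above both observed shares. A first form of the simulation, replaced after it was seen because its differences between the EV groups were wider than those observed, gave 6.07% and 5.93%, and 16.1% and 16.0%. Of the 20 genes lower in *Sirt7*-/- cells, each form restored 1. *Cxcr5* rose by 1.33 in *Sirt7*-/- cells with EV (SE 0.77, limma adjusted p = 0.731) and *Tet1* by 1.53 (SE 0.569, limma adjusted p = 0.415), so that neither was among the 56. With the block, *Cxcr5* was called as higher (adjusted p = 0.0333) and *Tet1* was not. With Pax5 K198R, *Cxcr5* went from 761 to 220 normalized counts and *Tet1* from 320 to 101.5, and wild-type cells had 300 and 123. With Pax5 WT they had 432 and 111. The block called the fall of both genes with Pax5 K198R (adjusted p = 0.00274 and 0.013) and that of *Tet1* with Pax5 WT (adjusted p = 0.047). Clustering of the 1322 genes that differed between the EV groups at an unadjusted p under 0.05 gave 3 clusters of 524, 221 and 577 genes. The cluster of 221 had a mean scaled expression of -0.91 in wild-type cells with EV, 1.03 in *Sirt7*-/- cells with EV, 0.08 with Pax5 WT and -0.20 with Pax5 K198R. The cluster of 524 was lower in *Sirt7*-/- cells, with means of 1.25, -0.29, -0.29 and -0.67 in the same order. The cluster of 577, the largest, was higher in *Sirt7*-/- cells and moved further from wild-type cells with both forms. Its means were -1.32, 0.04, 0.37 and 0.91.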

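*Nfatc2* had 17.3 normalized counts in wild-type and 71.5 in *Sirt7*-/- cells with EV, a log2 fold change of 1.95 (SE 0.578, limma adjusted p = 0.256), and it had 32.1 with Pax5 WT and 13.7 with Pax5 K198R. *Cyyr1* had 72.2 and 208 in the EV groups, 107 with Pax5 WT and 25.4 with Pax5 K198R. Against EV in *Sirt7*-/- cells, Pax5 WT changed *Nfatc2* by -1.31 and *Cyyr1* by -1.14 on the log2 scale (SE 0.578 and 0.842, limma adjusted p = 0.513 and 0.758). With the replicate number as a block neither was called with Pax5 WT, and both were with Pax5 K198R (adjusted p = 0.0158 and 0.013). The 5 genes called with Pax5 WT included *Mmp13*, which fell by 2.62 (SE 0.213, limma adjusted p = 0.0143), *Xlr4b*, which fell by 4.90 (SE 0.461, limma adjusted p = 0.0169), and *B3galt5*, at least 24.9-fold lower. Of the lineage-inappropriate genes that the paper names, 9 were tested, 5 were higher with Pax5 WT, and their median log2 fold change was 0.20. For T cell markers the median was -0.63, with 2 of 9 higher (camera adjusted p = 0.0611, or 0.00585 with the block).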

Pax5^WT^ expression in *Sirt7*^−/−^ pro-B cells mostly repressed lineage-inappropriate genes (for example, *Nfatc2* and *Cyyr1*; Extended Data Fig. 7e), consistent with its role in lineage commitment. These results indicated that B cell development required the dynamic acetylation and deacetylation of Pax5, with Pax5 deacetylation being necessary to restrict lineage plasticity.

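Over 2000 genes, *Sirt7*-/- cells with EV lay 50.0 from wild-type cells with EV, those with Pax5 WT 74.2 and those with Pax5 K198R 98.9, and replicates lay between 24.5 and 28.4 apart. The distance with Pax5 K198R was 1.98 times that with EV, between 1.74 and 2.11 over single libraries. On the line from wild-type cells (0%) to *Sirt7*-/- cells with EV (100%), the median position of the 56 genes was 115% and 111% in the 2 libraries with Pax5 WT and 136% and 133% in those with Pax5 K198R. From these results and from transplanted cells, which were not analysed here, the paper concludes that B cell development needs Pax5 to be acetylated and deacetylated in turn, and that its deacetylation is needed to restrict lineage plasticity.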

### The Pax5–SIRT7 interplay is conserved in human B-ALL

Because Pax5 is a haploinsufficient tumor suppressor in human B-ALL^8,10^, we investigated whether the SIRT7–PAX5 interplay was functionally relevant in this disease. In a panel of B-ALL cell lines, Pax5 and SIRT7 protein, but not mRNA, levels strongly correlated, despite their diverse genetic backgrounds (Fig. 6a–c). Retroviral overexpression of SIRT7 in NALM-20 and TANOUE cells (two B-ALL cell lines with reduced Pax5 levels) significantly increased Pax5 protein expression (Fig. 6d,e). Analysis of publicly available proteomics data from a cohort of ETV6-RUNX1^+^ and high hyperploidy (HeH^+^) B-ALL cases^29^ found a highly significant correlation between Pax5 and SIRT7 protein levels in these individuals (*P* = 0.005; Fig. 6f). *PAX5* and *SIRT7* mRNA correlated weakly in HeH^+^ B-ALL (Extended Data Fig. 8a), although the correlation was stronger for the protein (protein, *P* = 0.019; RNA, *P* = 0.026). A comparable link at the protein level was found in a panel of B cell chronic lymphoblastic leukemia (B-CLL) cell lines^34^ (Extended Data Fig. 8b), indicating that the SIRT7–Pax5 expression correlation was independent of genetic background and differentiation stage. Among the tested sirtuins, only SIRT7 associated with Pax5 protein levels in individuals with B-ALL^29^ (Fig. 6g and Extended Data Fig. 8c). Stratification of pediatric individuals with B-ALL from the COG9906 study^35,36^ according to their *SIRT7* mRNA expression indicated that those with higher than median *SIRT7* mRNA levels had a better prognosis than those expressing lower than median *SIRT7* mRNA (Fig. 6h), indicating that SIRT7 could be an independent prognostic factor in human B-ALL. *PAX5* inactivating mutations in B-ALL are usually monoallelic^8^. Classification of individuals with B-ALL^35–37^ into those with or without *PAX5* deletions and further into *SIRT7*^hi^ and *SIRT7*^lo^ subgroups indicated that higher than median SIRT7 expression tended to be protective only in individuals with B-ALL with *PAX5* deletions (Extended Data Fig. 8d), suggesting a tumor-suppressive function of SIRT7 by increasing PAX5 dosage in individuals with B-ALL with haploinsufficient *PAX5*.

**Fig. 6:**
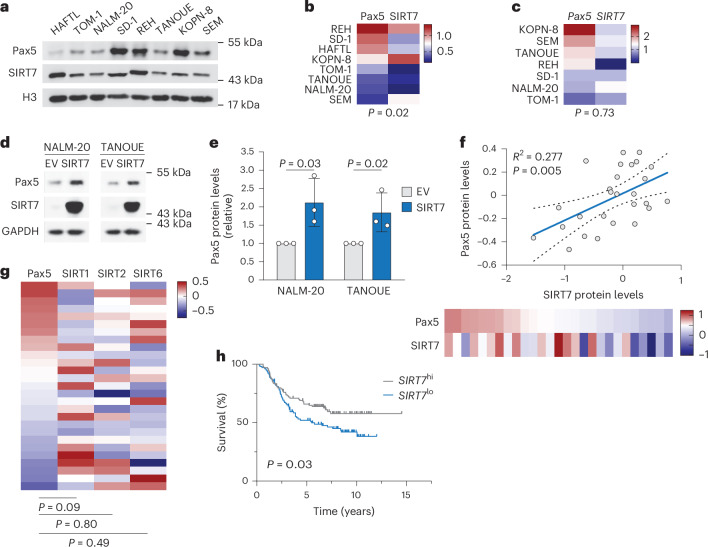
The Pax5–SIRT7 interplay is conserved in human B-ALL. **a**, Immunoblot of Pax5, SIRT7 and H3 in HAFTL, TOM-1, NALM-20, SD-1, REH, TANOUE, KOPN-8 and SEM cell lines. **b**,**c**, Heat map of the correlation between Pax5 and SIRT7 protein expression normalized to H3 expression (**b**) and *Pax5* and *Sirt7* RNA expression normalized to *Hprt* RNA expression (**c**) in B-ALL cell lines as in **a**. Mean *z* scores for the normalized protein (**b**) and mRNA (**c**) are shown. The *P* values were determined by Spearman’s rank correlation. Data were pooled from three (**b**) or two (**c**) experiments. **d**,**e**, Immunoblots of the levels of Pax5 and SIRT7 in NALM-20 and TANOUE B-ALL cells expressing empty vector and SIRT7 retroviruses (**d**) and quantification of the Pax5/GAPDH ratio (**e**). Data are shown as mean ± s.d. and were analyzed by one-tailed *t*-tests (*n* = 3 biological replicates). **f**, Scatter plot (top) and heat map (bottom, *z* score) of Pax5 and SIRT7 protein determined by proteomics in individuals with B-ALL^29^ (*n* = 27). Each point corresponds to one sample. Linear regression, 95% confidence intervals (dashed lines) and Spearman’s rank correlation coefficient (*R*^2^) are shown (*P* = 0.005, one-tailed *t*-test). **g**, Heat map of the correlation between the expression of Pax5, SIRT1, SIRT2 and SIRT6 in the same human B-ALL samples as in **f**. **h**, Kaplan–Meier survival curves for children with high-risk B-ALL from the COG-P9906 study^35,36^ (*n* = 209) stratified as higher (*SIRT7*^hi^) or lower (*SIRT7*^lo^) than median *SIRT7* RNA expression. Statistical significance was determined by a long-rank test (*P* value < 0.03). Source data

## Discussion

Here, we present evidence implicating SIRT7 in B cell lymphopoiesis by establishing an acetylation switch on Pax5 that regulates its essential role in B cell development and identity. SIRT7-dependent deacetylation of Pax5 K198 promoted its protein stability, resulting in increased occupancy in a wide range of target genes, and enhanced its repressive activity. Conversely, PCAF-mediated Pax5 K198 acetylation reduced Pax5 protein levels and was associated with a global reduction of Pax5 occupancy and impaired repression of lineage-inappropriate genes. Transplantation experiments of Pax5 K198-acetylated and K198-deacetylated mimics demonstrated that, although a deacetylated mimic Pax5-K198R was enough to drive lineage commitment, both forms were required for B cell differentiation.

SIRT7 mRNA and protein levels were upregulated during early B cell development, coinciding with the activation of Pax5 expression in pro-B cells^38^. SIRT7 participated in repression of lineage-potential genes and balanced the expression of DNA repair and cell cycle factors to preserve pre-B cell proliferation and survival. SIRT7 also enhanced distal *Igh* recombination in pro-B cells and behaved as a tumor suppressor in B-ALL, suggesting that SIRT7 may contribute to the prevention of malignant transformation in hematopoietic progenitors. The identification of PCAF as the major Pax5 K198 acetyltransferase provided a mechanistic explanation for the impairment of pro-B cell development described following conditional deletion of *Pcaf* and its homolog *Gcn5* in mice^33^. Furthermore, the observed deacetylation of PCAF by SIRT7 in colon cancer cells^39^ suggests that both enzymes may have an interdependent relationship during B cell lymphopoiesis.

Expression of the constitutively deacetylated Pax5^K198R^ mutant in *Pax5*^−/−^ pro-B cells abrogated their T cell potential but failed to restore B cell development, suggesting that PAX5 promotes these processes through independent mechanisms. Because Pax5-acetylated or Pax5-deacetylated mimics could not rescue B cell differentiation, both forms seem to be required for lymphopoiesis, raising the question of how Pax5 acetylation is regulated during B development. One possibility is that pools of acetylated and deacetylated Pax5 coexist in B cell progenitors and that their balanced actions lead to optimal B cell differentiation. Despite its ability to efficiently repress lineage plasticity in pro-B cells, the deacetylated mimic Pax5^K198R^ overactivated *Igh* recombination genes and failed to induce normal expression of clonal expansion programs, consistent with its roles in V(D)J recombination^15–17^ and as a negative regulator of pro-B cell proliferation^13^. Thus, it is also possible that a pool of constitutively deacetylated Pax5 ensures lineage commitment throughout B cell development, whereas a pool of Pax5 that undergoes dynamic acetylation and deacetylation controls the B cell developmental programs.

K198 is located within a putative intrinsically disordered region of Pax5, between the octapeptide and the partial homeodomain^30^. Although K198 acetylation strongly decreased Pax5 protein stability, it may also regulate Pax5 in other ways. Pax5 shapes chromatin organization and transcription by recruiting chromatin remodelers and histone modifiers to its target loci^18^, so the observed cofractionation of Pax5 and SIRT7 in high-molecular-weight complexes suggests that K198 deacetylation may also influence the ability of Pax5 to mediate chromatin modification. Additionally, acetylation of Pax5 K198 might also affect global nuclear organization^12^, as a substantial number of Pax5 binding sites lie in distal intergenic regions^18,20^, and Pax5 binding to DNA plays a key organizational role in genome architecture, independent of transcription^12^.

Finally, our findings provide a potential avenue to target leukemia pharmacologically. Inactivating mutations of the *PAX5* gene are present in 30% of B-ALL cases^8^, and restoration of Pax5 levels in human and mouse B-ALL cells leads to leukemia regression^40,41^. Because *PAX5* mutations in B-ALL are usually monoallelic, enhancing wild-type *PAX5* allele function to overcome its haploinsufficiency represents a promising strategy for B-ALL treatment. Because SIRT7 activity strongly increased Pax5 levels in B cell progenitors, human B-ALL samples and cell lines, we propose that developing SIRT7-activating compounds to stimulate Pax5 functions may provide a basis for leukemia therapies. Further research should establish the relevance of the SIRT7–Pax5 regulatory axis in B cell malignancies.

## Methods

### Mice

Two previously reported germline CD45.2 *Sirt7*^−/−^ mouse models that contained exon 4 to 10 (ref. ^24^; *Sirt7*^Δ4–10^) or exon 4 to 9 deletions^25^ (*Sirt7*^Δ4–9^) and that were maintained on the 129Sv or C57BL/6 genetic background, respectively, were used. 129Sv *Sirt7*^−/−^ mice were used for most experiments. IgHEL^28^ mice (CD45.2) were on the 129Sv background, whereas *Pax5*^−/−^^5^ and CD45.1 mice were on the C57BL/6 background. Heterozygous CD45.1/CD45.2 mice were generated by crossing CD45.1 C57BL/6 and wild-type CD45.2 129Sv mice for one generation to avoid rejection following transplantation of 129Sv cells. All mice were bred at the Comparative Medicine and Bioimage Centre of Catalonia animal facility of the Germans Trias i Pujol Research Institute. Animal studies were conducted at Josep Carreras Leukemia Research Institute (IJC) (Spain) according to national authorities and institutional ethics committees (Germans Trias i Pujol Reserach Institute Ethics Committee). The collection of BM samples from C57BL/6 wild-type and *Sirt7*^−/−^ mice and the generation of *Pax5*^−/−^ mouse B cell progenitors were conducted according to national authorities and institutional ethics committees at Max Plank Institute for Heart and Lung Research (MPI-HLR) (Germany) and Lund University (Sweden), respectively. Mouse housing conditions included a temperature of 21–25 °C, 40–70% humidity and a light cycle from 0800 to 2000 h with a 15-min intensity ramp simulating sunrise and sunset.

### Determination of anti-HEL isotypes

To analyze antigen-specific responses, mice were intraperitoneally injected with 100 μl of an emulsion containing 50 μg of NP–HEL along with complete Freund adjuvant. After 14 days, mice were bled, and serum samples were collected. For antibody isotype detection, enzyme-linked immunosorbent assay plates were coated overnight at 4 °C with HEL peptide (6 μg ml^–1^). Following removal of excess peptide, serum dilutions from control or immunized mice were added and incubated for 1 h at room temperature. After three washes with a 0.05% Tween–PBS solution, rat anti-mouse immunoglobulin subclasses (IgM, IgG1 and IgG3; 1:250) were added for 1 h at room temperature. After 3 washes, an anti-rat immunoglobulin (1:5,000) was added for 1 h at room temperature, followed by three additional washes. Finally, TMB developing solution was added for 15 min and stopped with 1 N H_2_SO_4_. Color production was measured at 450 nm and 570 nm (for background subtraction) using a Multiskan Sky (Thermo Fisher) plate reader.

### Transplantation experiments

Two million short-term expanded pro-B cells or 1.5 million splenic Lin^–^IgM^+^IgD^+^ B cells were washed and resuspended in 200 µl of PBS supplemented with 1% heat-inactivated fetal calf serum. Cells were injected via the tail vein into sublethally irradiated (5 Gy) CD45.1/CD45.2 or CD45.2 6- to 10-week-old randomized recipient mice. Four weeks after transplantation, the spleen (CD45.1/CD45.2 mice) or BM and thymus (CD45.2 mice) were collected and analyzed by fluorescence-activated cell sorting (FACS).

### Flow cytometry and cell sorting

BM, spleen and thymus samples were collected from wild-type, *Sirt7*^−/−^, IgHEL^+/–^, *Sirt7*^−/−^IgHEL^+/–^, CD45.1/CD45.2 and CD45.2 mice. BM samples were crushed in staining buffer (3% fetal bovine serum (FBS) and 2 mM EDTA in PBS) to obtain single-cell suspensions. Spleen and thymus samples were similarly processed. Red blood cells were lysed in ACK buffer (Gibco), and the reaction was stopped by adding 5 volumes of staining buffer. Cells were filtered through 40-μm sterile strainers and incubated with Fc-block (eBioscience) before staining for 30 min (4 °C) with anti-B220 (RA3-6B2, eBioscience, 1:400), anti-CD19 (HIB19, eBioscience, 1:400), anti-CD43 (eBioR2/60 or 1G10, BD Biosciences, 1:800), anti-IgM (II/41, eBioscience, 1:800), anti-IgD (11-26c, eBioscience, 1:400), anti-CD21 (7G6, BD Biosciences, 1:800), anti-CD23 (B3B4, BD Biosciences, 1:200), anti-CD93 (AA4.1, eBioscience, 1:400), anti-Gl7 (Gl7, eBioscience, 1:200), anti-CD38 (90, eBioscience, 1:400), anti-CD138 (300506, Invitrogen, 1:400), anti-Fas (SA367H8, Biolegend, 1:600), anti-IgG1 (A85-1, BD Pharmigen, 1:600), anti-CD127 (eBioSD/199, eBioscience, 1:200), anti-CD45.1 (A20, eBioscience, 1:400), anti-CD45.2 (104, eBioscience, 1:200), anti-TCRβ (H57-597, BD Biosciences, 1:200), anti-NKP46 (29A1.4, Biolegend, 1:100), anti-CD4 (GSK1.5, eBioscience, 1:800), anti-CD8 (53-6.7, eBioscience, 1:800), anti-hCD4 (RPA-T4, Biolegend, 1:400), anti-CD3e (145-2C11, BD Biosciences, 1:400), anti-Ly76 (TER-119, BD Biosciences, 1:400), anti-CD11b (M1/70, BD Biosciences, 1:400) or anti-GR1 (RB6-8C5, BD Biosciences, 1:400). After staining, cells were washed twice and resuspended in staining buffer before analysis with a FACS Canto II (BD Biosciences) or sorting with a FACSAria II (BD Biosciences). B cell subsets are defined as pre-pro-B (B220^+^CD19^−^), pro-B (B220^+^CD19^+^IgM^−^CD43^+^), pre-B (B220^+^CD19^+^IgM^−^CD43^−^), large pre-B (B220^+^CD19^+^IgM^−^CD43^−^FSC^hi^), small pre-B (B220^+^CD19^+^IgM^−^CD43^−^FSC^lo^), immature B (B220^+^CD19^+^IgM^+^), BM mature B (B220^hi^CD19^+^), marginal zone B (B220^+^CD19^+^CD21^hi^CD23^−^), transitional B (B220^+^CD19^+^CD21^+^CD23^+^CD93^+^), follicular B (B220^+^CD19^+^CD21^+^CD23^+^CD93^−^), germinal center B (B220^+^CD19^+^IgM^+^Gl7^+^Fas^+^), memory B (CD19^+^CD38^+^CD138^−^Gl7^−^), class-switched IgG1^+^ B cells (B220^+^IgG1^+^) and plasma cells (B220^lo^CD138^+^).

Apoptosis was measured in BM pro-B and pre-B cells stained with 7AAD (BD Biosciences) and Annexin V-FITC (Abcam), following the manufacturer’s instructions. To measure cell cycle distribution, BM pre-B cells were stained with surface markers and fixed and incubated with a solution containing 1 µg ml^–1^ DAPI in permeabilization buffer for at least 1 h before FACS analysis. All flow cytometry experiments were analyzed with FlowJo.

For SIRT7 and Pax5 intracellular staining, BM single-cell suspensions were stained and washed before fixation for 30 min and permeabilization with Foxp3/Transcription Factor Fixation/Permeabilization buffers (eBioscience) according to manufacturer’s instructions. Permeabilized cells were blocked with 2% FBS for 10 min, stained with anti-SIRT7 (D3K5A, Cell Signaling, 0.25 µg per sample) or anti-Pax5 (1H9, eBioscience, 0.2 µg per sample) for 1 h at room temperature and washed twice with permeabilization buffer containing 2% FBS. For SIRT7 staining, cells were subsequently incubated with a polyclonal anti-IgG (H + L) secondary antibody (Invitrogen, 0.25 µg per sample) for 1 h at room temperature before FACS analysis.

For phospho-STAT5-Y694 staining (47/Stat5(pY694), BD Biosciences, 20 µl per sample) in pre-B cells, BM cells were incubated in RPMI (Gibco) for 30 min at 37 °C and stimulated with IL-7 (5 ng ml^–1^) in RPMI for an additional 30 min at 37 °C. Cells were fixed with Foxp3/Transcription Factor Fixation buffer, followed by washing and incubation with ice-cold 100% methanol for 1 h. After Fc blocking, cells were stained and analyzed with a FACS Canto II.

### Isolation of primary B cell progenitors

BM wild-type and *Sirt7*^−/−^ pro-B cells were isolated by magnetic-activated cell separation enrichment of CD19^+^ cells, followed by cell sorting. Briefly, BM single-cell suspensions were prepared in staining buffer. Cells were stained with Fc-block for 20 min and an additional 30 min with a biotinylated antibody to CD19 (1D3, BD Biosciences, 0.1 µg per 10 million cells). After washing, stained cells were incubated with Streptavidin MicroBeads (Miltenyi) and separated magnetically. CD19^+^ cells were cultured overnight in Opti-MEM supplemented with 10% heat-inactivated FBS, 25 mM HEPES, 50 µg ml^–1^ gentamicin and 50 µM β-mercaptoethanol in the presence of 10 ng ml^–1^ IL-7, 10 ng ml^–1^ SCF and 10 ng ml^–1^ FTL3-L before Lin^−^CD19^+^B220^+^IgM^−^ cell sorting. Fetal liver *Pax5*^−/−^ B cell progenitors were obtained as described previously^13^.

### Cells and reagents

HAFTL, TANOUE, NALM-20, REH, KOPN-8, SD-1, SEM and TOM-1 cells were cultured in RPMI supplemented with 10% heat-inactivated FBS and 100 U ml^–1^ penicillin/streptomycin (Gibco), whereas HEK293F, *SIRT7*^−/−^ HEK293F (described in Simonet et al. ^42^) and Platinum E cells were grown in DMEM (Gibco) supplemented with 10% FBS and 100 U ml^–1^ penicillin/streptomycin. OP9 cells were maintained in MEM-α (Gibco) supplemented with 20% FBS and 100 U ml^–1^ penicillin/streptomycin. KOPN-8, NALM-20, REH, TANOUE, SD-1, TOM-1 and SEM cells were kindly provided by M. Parra (IJC; purchased from the DSMZ German Collection of Microorganisms and Cell Cultures). OP9 and HEK293F cells were purchased from ATCC, and Platinum E cells were purchased from Cell Biolabs. None of the cell lines used were found in the Commonly misidentified lines database. Primary pro-B cells from wild-type, *Sirt7*^−/−^ or *Pax5*^−/−^ mice were plated onto a layer of mitomycin C-inactivated OP9 feeder cells and grown on Opti-MEM supplemented with 10% heat-inactivated FBS, 25 mM HEPES, 50 µg ml^–1^ gentamicin and 50 µM β-mercaptoethanol in the presence of 10 ng ml^–1^ IL-7, 10 ng ml^–1^ SCF and 10 ng ml^–1^ FTL3-L. All cells were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_. For transient transfections, HEK293F or *SIRT7*^−/−^ HEK293F cells were transfected using polyethylenimine and the corresponding plasmids. For retroviral transduction of pro-B cells and B-ALL cell lines, Platinum E cells were transiently transfected with polyethylenimine, a pVSV-G vector encoding the viral envelop and pMIG bicistronic vectors encoding either the selection marker (hCD4 or GFP) alone or together with the SIRT7^WT^, SIRT7^H187Y^, Pax5^WT^, Pax5^K198Q^ or Pax5^K198R^ coding sequences. Pro-B cells were resuspended in retroviral supernatants, centrifuged for 1.5 h at 1,000*g* (32 °C) and selected by hCD4^+^ cell sorting 96 h after infection. Treatments were performed with 5 mM nicotinamide (Sigma) for 48 h, 100 µg ml^–1^ cycloheximide (Sigma-Aldrich) for the indicated times, 2 µM lactacystin (Santa Cruz Biotechnology) for 8 h and 1 µM trichostatin A (Sigma-Aldrich) for 3 h.

### Histology

Spleens from wild-type and *Sirt7*^−/−^ mice were collected, fixed in 10% formalin for 24 h, embedded in paraffin and sectioned at 4 µm before staining with hematoxylin and eosin. Histological sections were visualized with an Olympus BX53 microscope.

### Immunoprecipitation, gel filtration high-performance liquid chromatography and immunoblotting

For immunoprecipitation, cell pellets were lysed in RIPA buffer (50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 0.5% sodium deoxycholate, 0.1% SDS, 1% NP-40 and 2 mM MgCl_2_) containing cOmplete Protease Inhibitor (Roche) and incubated for 8 h with benzonase nuclease (Millipore) at 4 °C. Cell lysates were clarified by centrifugation (17,000*g* for 10 min at 4 °C) and incubated overnight with anti-Flag beads (Millipore) at 4 °C with gentle rotation. The immunoprecipitated protein complexes were washed five times with lysis buffer (20 mM Tris-HCl (pH 8.0), 500 mM NaCl, 10% glycerol and 1 mM EDTA) and eluted with Laemmli buffer supplemented with 10% β-mercaptoethanol. Samples were then boiled at 95 °C for 5 min and analyzed by immunoblotting. Densitometric quantification of immunoblotting experiments was performed with ImageJ software.

Cellular fractionation experiments were performed using the Dignam method, as described in Simonet et al.^42^. For size-exclusion chromatography analysis, nuclei from HAFTL cells were purified and lysed under native conditions according to the Dignam method, as previously described^42^. Nuclear lysates were incubated overnight with benzonase nuclease before clarification and concentration with Amicon Ultra centrifugal filters (Millipore). Concentrated nuclear lysates were then fractionated by molecular weight on the gel filtration column Superose 6 (Cytiva) with a fractionation range of 5 × 10^3^–5 × 10^6^ Da. The eluted fractions containing size-excluded proteins and protein complexes were denatured in Laemmli buffer supplemented with 10% β-mercaptoethanol and analyzed by immunoblotting. The following antibodies were used for immunoblotting: anti-SIRT7 (D3K5A, Cell Signaling, 1:1,000), anti-Pax5 (D19F8, Cell Signaling, 1:1,000), anti-H3 (ab1791, Abcam, 1:1,000), anti-fibrillarin (B1, Santa Cruz Biotechnology, 1:1,000), anti-acetyl-lysine (9814, Cell Signaling, 1:200), anti-Flag (M2, Sigma-Aldrich, 1:10,000), anti-HA (6908, Sigma), anti-Myc (9B11, Cell Signaling, 1:1,000), anti-V5 (ab9116, Abcam, 1:1,000) and anti-actin (A1978, Sigma, 1:5,000).

### SIRT7 and Pax5 purification and in vitro deacetylation assay

*SIRT7*^−/−^ HEK293F cells were transiently transfected with vectors encoding Pax5-Myc–Flag or SIRT7–Flag for 48 h. Before collection, cells expressing these constructs were treated overnight with 5 mM nicotinamide and for 3 h with 1 µM trichostatin A to hyperacetylate Pax5. Cell pellets were lysed, incubated with benzonase nuclease for 8 h, clarified and incubated overnight with anti-Flag beads (Millipore). The immunoprecipitated protein complexes were washed five times with BC500 buffer (20 mM Tris-HCl (pH 8.0), 500 mM NaCl, 10% glycerol and 1 mM EDTA), eluted with synthetic Flag peptide (0.6 µg ml^–1^; GenScript) and dialyzed in BC100 buffer (20 mM Tris-HCl (pH 8.0), 100 mM NaCl, 10% glycerol and 1 mM EDTA). Purified PAX5 and SIRT7 proteins were incubated for 1 h at 37 °C, with or without 1.25 mM NAD^+^, in deacetylation buffer (10 mM Tris-HCl (pH 8.0), 150 mM NaCl, 1 mM DTT and 10% glycerol), and the reaction was stopped with 5× Laemmli buffer containing 10% β-mercaptoethanol. PAX5 acetylation was determined by immunoblotting using anti-pan-acetyl-lysine.

### Pre-B cell proteome and Pax5 acetylation analysis

For determination of the pre-B cell proteome, pre-B cells were sorted from the BM of wild-type and *Sirt7*^−/−^ mice. Proteins were extracted with 6 M urea, 100 mM Tris (pH 8.0) and the help of a bioruptor, quantified using a NanoDrop at 280 nm and precipitated with trichloroacetic acid/acetone. Samples were then reduced and alkylated with 10 mM DTT and 55 mM chloroacetamide, respectively. Proteins were then resuspended in 6 M urea and 100 mM Tris (pH 8.0) and digested with LysC/trypsin. LysC digestion was performed for 16 h, while trypsin was added for 8 h, and both reactions were performed at 30 °C. The reactions were stopped with 10% formic acid. The peptides were then desalted with a C18 reverse-phase ultramicrospin column and desiccated in a speedvac. Total proteome samples were separated using a C18 analytical column (nanoEaseTM M/Z HSS C18 T3; 75 µm × 25 cm, 100 Å; Waters) with a 180-min run comprising three consecutive steps with linear gradients from 3% to 35% B in 150 min, from 35% to 50% B in 5 min and from 50% to 85% B in 2 min, followed by isocratic elution at 85% B in 5 min and stabilization to initial. The mass spectrometer was operated in data-dependent acquisition mode, and the data were acquired with Xcalibur software 4.0.27.10 (Thermo Scientific).

For identification of acetylated Pax5 residues, PAX5 was purified from *SIRT7*^−/−^ HEK293F cells transiently expressing Pax5-Myc–Flag together with an empty vector or a vector encoding SIRT7–Flag. PAX5-containing beads were washed three times with 100 mM Tris (pH 8.0) and then resuspended in 6 M urea and 100 mM Tris (pH 8.0). Reduction and alkylation were then performed by using 10 mM and 55 mM chloroacetic acid. The digestion was performed by adding 1 μg of trypsin for 16 h at 30 °C. Finally, the digestion was stopped with 10% formic acid, and the peptides were desalted with a polyLC C18 pipette tip and dried in a speedvac. The acetylomes were separated using an Evosep EV1000 column (150 μm × 150 mm, 1.9 μm; Evosep) with an 88-min run. The spectrometer was working in positive polarity mode, and single-charge state precursors were rejected for fragmentation. The data were acquired with Xcalibur software 4.2.28.14 (Thermo Scientific).

For both total proteome and acetylome analyses, the peptides were reconstituted with 3% acetonitrile and 0.1% formic acid aqueous solution at 100 ng µl^–1^, and 800 ng was injected into the mass spectrometer.

### Semiquantitative PCR, RT–qPCR and RNA-seq

Semiquantitative PCR of *Igh* segments was performed as described in Ng et al.^43^ using genomic DNA extracted from sorted splenic IgM^+^ cells and degenerate primers. RNA for RNA-seq and RT–qPCR was extracted from frozen pellets using a Maxwell RSC simplyRNA Tissue kit (Promega). For RT–qPCR, cDNA was synthesized using a Transcriptor First Strand cDNA Synthesis kit (Roche) according to manufacturer’s instructions. RT–qPCR reactions were performed in a QuantStudio 5 Real-Time PCR System. Primer sequences (Integrated DNA Technologies) are shown in Extended Data Table 1.

RNA for RNA-seq was extracted from sorted wild-type and *Sirt7*^−/−^ BM pro-B cells and pre-B cells or *Pax5*^−/−^ ex vivo-expanded B cell progenitors expressing an empty vector, PAX5-WT, PAX5-K198Q or PAX5-K198R. After library construction, 150-bp paired-end sequencing was performed on a DNBSEQ-G400 (MGI Tech).

### ChIP–seq

Chromatin was prepared using a truChIP Chromatin Shearing kit (Covaris) with modifications. Ten million pro-B cells were collected and washed once in PBS before fixation in 1 mg ml^–1^ DSG (Thermo Fisher) for 30 min, followed by an additional 10-min incubation with 1% formaldehyde. The cross-linking reaction was stopped by adding 1/20 quenching buffer, and fixed cells were washed twice with ice-cold 0.5% bovine serum albumin (wt/vol) in PBS. Nuclei were purified and sonicated following the manufacturer’s instructions. One volume of 2× dilution buffer supplemented with 0.1% SDS and protease inhibitors was added before clarifying the lysate (10,000*g*, 5 min, 4 °C). ChIP was performed overnight at 4 °C with 10 µg of anti-Pax5 (ab183575, Abcam) previously conjugated with 20 µl of Pierce ChIP-grade Protein A/G Magnetic Beads (Thermo Fisher) for 4 h at 4 °C. After immunoprecipitation, samples were serially washed once with low-salt wash buffer (0.1% SDS, 1% Triton, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1) and 150 mM NaCl), high-salt wash buffer (0.1% SDS, 1% Triton, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1) and 500 mM NaCl) and LiCl immune complex wash buffer (10 mM Tris-HCl (pH 8), 250 mM LiCl, 1% NP-40, 1% sodium deoxycholate and 1 mM EDTA) supplemented with protease inhibitors and twice with modified TE buffer (0.1 mM EDTA and 10 mM Tris-HCl (pH 8)). Cross-linking was reversed in elution buffer (0.1 M NaHCO_3_ and 1% SDS) with 10 µg of RNase A (Thermo Fisher) for 30 min at 37 °C, followed by an additional 6-h incubation at 65 °C with 50 µg of Proteinase K (Apollo Scientific). DNA was subsequently cleaned up using NucleoSpin Gel and PCR clean-up columns (Macherey-Nagel) before library construction and 100-bp paired-end sequencing on a DNBSEQ-G400.

### Public data analysis

Mouse and human BM 10x scRNA-seq data were derived from the Broad Institute Single Cell Portal (https://singlecell.broadinstitute.org; projects ‘Bone Marrow from B6 Mice, 10x’ and ‘A Census of Immune Cells’, respectively). For human scRNA-seq analysis, the associated Loom file was downloaded and reanalyzed using Scanpy^44^. Cell-type annotation was performed using DecoupleR (v1.34)^45^ and PanglaoDB^46^. Mouse scRNA-seq feature and *t*-distributed stochastic neighbor embedding plots were directly downloaded from the Single Cell Portal. Microarray normalized data from mouse B cell progenitors were from the Immgen Consortium datasets^47^ (accession number GSE15907). Pax5-regulated genes were retrieved from accession number GSE38046 (ref. ^20^). Pax5 peaks were obtained from a publicly available PAX5 ChIP–seq dataset^17^. The list of mammalian proteins with acetyltransferase activity was from a previous report^31^, whereas Pax5 protein-protein interactions (PPIs) combined the data from another study^19^ with the curated interactions compiled in the BioGRID repository. Normalized proteomics and RNA-seq data for individuals with B-ALL were from Yang et al.^29^. Proteomics and RNA-seq raw data from this project are available at the ProteomeXchange Consortium (identifier PXD010175) and at the European Genome–Phenome Archive (accession EGAS00001003079), respectively. Relative Pax5 and SIRT7 protein levels in B-CLL samples were obtained from Johnston et al.^34^, and raw data are deposited at the PRIDE archive (PXD002004). Children’s Oncology Group clinical trial P9906 RNA expression and outcome data are available at the Genomic Data Commons (https://portal.gdc.cancer.gov) and were generated by the Therapeutically Applicable Research to Generate Effective Treatments (https://www.cancer.gov/ccg/research/genome-sequencing/target; GSE11877) initiative, whereas *PAX5* deletion data in these individuals were retrieved from Roberts et al.^37^ (EGAS00001000654).

### Proteomics data analysis

The raw thermo files were processed with MaxQuant 1.6.7.0 using a mouse database downloaded from https://www.uniprot.org/ (December 2018) or with PEAKS X+ software using a mouse database downloaded from https://www.uniprot.org/ (November 2019) for the total proteome and acetylome, respectively. In both cases, only reviewed entries were included (16,997 or 17,024 entries, respectively). The search was performed using the following parameters: trypsin was selected as the enzyme, and a maximum of two or three missed cleavages was allowed for the total proteome and acetylome. For the total proteome, the modifications were carbamidomethylation as a fixed modification, whereas oxidation in methionines and acetylation of protein N termini were used as variable modifications. The iBAQ intensity was used to quantify the proteins. Alternatively, for the acetylome, carbamidomethylation was set as a fixed modification, whereas oxidation in methionines; acetylation at both lysines and the protein N terminus; deamidation at asparagine and glutamine; phosphorylation at serines, threonines and tyrosines and dehydration at aspartic acid, tyrosines, threonines, serines, glutamine and asparagine were used as variable modifications. The mass tolerance for the parental ion and MS/MS fragments were set to 10 ppm and 0.5 Da. In both analyses, the results were filtered at 1% FDR at the peptide and protein levels.

Data processing and statistical analyses were performed using R (https://cran.r-project.org/) and RStudio (https://www.rstudio.com/) software. Total proteome statistical analysis was performed with the ‘limma’ package. For the PAX5 acetylome, the peptide spectrum matches were calculated by using a homemade algorithm and the PEAKS’ output files ‘peptide.csv’ and ‘DB search psm.csv’.

### Bulk RNA-seq bioinformatic analysis

Bulk RNA-seq raw FastQ files were quality checked using FastQC, and raw counts were obtained by performing Salmon^48^ ‘quant’ pseudoalignment (mm10 reference mouse genome), with fragment-level GC bias correction (–gcBias), eight threads (-p 8) and selective alignment enabled (–validateMappings). The quant.sf files were used to import transcript-level quantification data into a Summarized Experiment using Tximeta^49^. The Summarized Experiment was imported into an R environment, and differential gene expression analysis was performed using DESeq2 (ref. ^50^). Counts were normalized by DESeq2’s median of ratios method^51^, and normalized counts were transformed to *z* score for data visualization (ggplot2). For generating BigWig files, raw FastQ files were mapped onto a reference mouse genome (mm10) using Bowtie2 (ref. ^52^) to generate SAM files. SAM files were converted to BAM files using SAMTools^53^, skipping alignments with MAPQ smaller than 37 (samtools view -bS -q 37). BAM files were sorted and filtered using Sambamba^54^, eliminating unmapped and duplicated reads (-F ‘[XS] == null and not unmapped and not duplicate’). Index BAI files were generated using SAMTools ‘index’, and BigWig files were created using deepTools^55^ ‘bamCoverage’ (–binSize 20–normalizeUsing BPM–ignoreForNormalization chrX–extendReads 150–centerReads–smoothLength 60). Visualization of BigWig files was performed using IGV^56^.

GSEA was performed using the software^57^ provided by the Broad Institute at https://www.gsea-msigdb.org/ with RNA-seq normalized count values and default parameters. Gene Ontology terms were obtained with the Enrichr tool^58^.

### ChIP–seq bioinformatic analysis

ChIP–seq raw FastQ files were quality checked using FastQC and aligned onto a reference mouse genome (mm10) using Bowtie2 (ref. ^52^) to generate SAM files. SAM files were converted to BAM files using SAMTools^53^, skipping alignments with MAPQ smaller than 37 (samtools view -bS -q 37). BAM files were sorted and filtered using Sambamba^54^, eliminating unmapped and duplicated reads (-F ‘[XS] == null and not unmapped and not duplicate’). Index BAI files were generated using SAMTools ‘index’, and BigWig files were created using deepTools^55^ ‘bamCoverage’ (–binSize 20–normalizeUsing BPM–ignoreForNormalization chrX–extendReads 150–centerReads–smoothLength 60). Visualization of BigWig files was performed using IGV^56^. Peak calling was performed using MACS2 (ref. ^59^) ‘callpeak’ (-f BAM–nomodel–extsize 20 -g mm -B) taking into account both immunoprecipitation (-t) and input (-c) samples for each peak calling. Only significant peaks (*q* < 0.05) were included in downstream analyses. Differential peak analysis was performed with ChIPpeakAnno, and heat maps were generated with DiffBind or plotHeatmap.

### Statistics and reproducibility

All statistical analyses were performed using GraphPad Prism 8.0.1. The statistical tests performed for data analysis are indicated in the corresponding figure legends. Individual *P* values of significant data are indicated in the figures. Results were similarly replicated in at least two independent experiments, and results pooled from independent experiments are indicated in the corresponding figure legends. For experiments involving mice, each replicate corresponds to an individual mouse, and no animals or data points were excluded. RNA-seq, ChIP–seq and proteomics replicates were generated on different days. No statistical methods were used to predetermine sample sizes. Data distribution was assumed to be normal, but this was not formally tested. Only recipient mice for transplantation experiments were randomized because the rest of the experiments required mouse genotyping and were performed on genetically identical mice. Data collection and analysis were not performed blind to the conditions of the experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-024-01995-7.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Table 1 RNA-seq results from wild-type and *Sirt7*^−/−^ B220^+^CD19^+^IgM^–^CD43^+^ pro-B cells and B220^+^CD19^+^IgM^–^CD43^–^ pre-B cells sorted from mouse BM.

Supplementary Table 2 Quantitative MS results from sorted wild-type and *Sirt7*^−/−^ B220^+^CD19^+^IgM^–^CD43^–^ pre-B cells.

Supplementary Table 3 List of Pax5 protein–protein interactions and mammalian acetyltransferases.

Supplementary Table 4 Genes bound by Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^ proteins from ChIP–seq data.

Supplementary Table 5 RNA-seq results from ex vivo-expanded *Pax5*^−/−^ pro-B cells expressing empty vector, Pax5^WT^, Pax5^K198Q^ or Pax5^K198R^.

Supplementary Table 6 RNA-seq results from ex vivo-expanded *Sirt7*^−/−^ pro-B cells expressing empty vector, Pax5^WT^ or Pax5^K198R^.

## Source data

Source Data Fig. 1 Unprocessed western blots and/or gels.

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Unprocessed western blots and/or gels.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Unprocessed western blots and/or gels.

Source Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Unprocessed western blots and/or gels.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 5 Unprocessed western blots and/or gels.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

## Data Availability

All Pax5^WT^, Pax5^K198Q^ and Pax5^K198R^ ChIP–seq data and RNA-seq data from wild-type and *Sirt7*^−/−^ BM pro-B and pre-B cells; *Pax5*^−/−^ B cell progenitors retrovirally expressing empty vector, Pax5^WT^, Pax5^K198Q^ or Pax5^K198R^ and wild-type or *Sirt7*^−/−^ B cell progenitors expressing empty vector, Pax5^WT^ or Pax5^K198R^ have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus and are available under the accession number GSE246370. All sequencing data were aligned to the mm10 reference mouse genome. Proteomics data from wild-type and *Sirt7*^−/−^ BM pre-B cells and Pax5 acetylation experiments have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD046457. Source data are provided with this paper.

# Supplementary material for: A SIRT7-dependent acetylation switch regulates early B cell differentiation and lineage commitment through Pax5
**Source:** Nat Immunol. 2024 Oct 18;25(12):2308–19. doi: 10.1038/s41590-024-01995-7
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry samples were run in a FACS Canto II (BD Biosciences) or sorted with a FACS Aria II (BD Biosciences). Data were collected with BD FACS Diva software 6.1.3.<br>Western blot images were obtained with an iBright 1500 (Invitrogen).<br>ELISA results were read in a Multiskan Sky (ThermoFisher) plate reader.<br>Gel filtration HPLC were performed with a GE AKTA Purifier 10 FPLC System.<br>RT-qPCR experiments were run on a QuantStudio 5 (ThermoFisher).<br>Chromatin shearing for ChIP experiments was performed with a Covaris M220 system.<br>Mass spectrometry data were acquired on an Orbitrap Fusion Lumos Tribrid system (ThermoFisher).<br>ChIP-Seq and RNA-Seq data were acquired on a DNBSEQ-G400 instrument.                                                                                   |
| Data analysis   | Data presentation and statistical analyses: GraphPad Prism 8.0.1., ggplot 3.5.1. and Microsoft Excel 2309.<br>RT-qPCR data were processed with QuantStudio Design & Analysis Software 1.5.1.<br>Flow cytometry data analysis: FlowJo 7.6.<br>Western blot densitometric estimation and histological sections processing: ImageJ 1.52a.<br>Mass spectrometry data were processed with Xcalibur software (Proteome, version 4.0.27.10; PAX5 acetylome, version 4.2.28.14) (ThermoFisher).<br>sc-RNA-Seq visualization and data collection: Single Cell Portal (Broad Institute).<br>Gene set enrichment analysis: GSEA 4.1.0.<br>Heatmap visualization and clustering: Morpheus software (Broad Institute).<br>Gene ontolgy terms: Enrichr tool.<br>Visualization of ChIP-Seq and RNA-Seq tracks: Integrated Genome Viewer 2.7.2. |

Motif Analysis: HOMER v.5.0.1.  
 Differential Expression Analysis: DESeq2  
 ChIP-Seq binding profiles: DiffBind and plotHeatmap (deepTools v3.5.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All Pax5WT, Pax5K198Q and Pax5K198R ChIP-Seq data and RNA-Seq data from wild-type and Sirt7<sup>-/-</sup> bone marrow pro-B and pre-B cells; Pax5<sup>-/-</sup> B cell progenitors retrovirally expressing EV, Pax5WT, Pax5K198Q and Pax5K198R; and wild-type or Sirt7<sup>-/-</sup> B cell progenitors expressing EV, Pax5WT or Pax5K198R have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are available under the accession number: GSE246370. All sequencing data were aligned onto the mm10 reference mouse genome. Proteomics data from wild-type and Sirt7<sup>-/-</sup> bone marrow pre-B cells and Pax5 acetylation experiments have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD046457.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed, as experiments were performed on genetically identical mice or cell lines. Sample size was based on previous experiments, as well as on the 3R principles to reduce the number of animal used. Sample sizes were sufficient to detect differences between experimental groups. |
| Data exclusions | No data was excluded from the manuscript.                                                                                                                                                                                                                                                                                |
| Replication     | All replicates were performed under the same conditions and are described in the manuscript. All attempts of replication were successful. Results were similarly replicated in at least two independent experiments, and results pooled from independent experiments are indicated in the corresponding figure legends.  |
| Randomization   | For in vivo transplantation experiments, recipient mice were randomized to exclude age- and sex-related effects. The rest of the experiments were performed with genetically identical mice, so randomization was not required.                                                                                          |
| Blinding        | Investigators were not blinded, as most experiments were performed by a single person. In the case of sequencing and proteomics experiments, much of the bioinformatic analysis was performed by an independent person that was not involved in the performance of the experiment.                                       |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                    |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |                                     |                                                    |

## Antibodies

### Antibodies used

For flow cytometry, all antibodies were used at a dilution of 1:400, unless otherwise specified:

anti-B220 (RA3-6B2, eBioscience, 17-0452-81)  
 anti-CD19 (H1B19, eBioscience, 562440)  
 anti-CD43 (eBioR2/60, eBioscience, 1:800 dilution, 11-0431-82)  
 anti-CD43 (1510, BD Biosciences, 1:800 dilution, 563377)  
 anti-IgM (II/41, eBioscience, 1:800 dilution, 553437)  
 anti-IgD (11-26c, eBioscience, 47-5993-80)  
 anti-CD21 (7G6, BDBiosciences, 1:800 dilution, 552957)  
 anti-CD23 (B3B4, BDBiosciences, 1:200 dilution, 553137)  
 anti-CD93 (AA4.1, eBioscience, 11-5892-82)  
 anti-GL7 (GL-7, eBioscience, 1:200 dilution, 48-5902-82)  
 anti-CD38 (90, eBioscience, 406-0381-80)  
 anti-CD138 (300506, Invitrogen, MA5-23553)  
 anti-Fas (SA367H8, Biolegend, 1:600 dilution, 152617)  
 anti-IgG1 (A85-1, BD Pharmingen, 1:600 dilution, 553441)  
 anti-CD127 (eBioSD/199, eBioscience, 1:200 dilution, 12-1273-81)  
 anti-CD45.1 (A20, eBioscience, 11-0453-81)  
 anti-CD45.2 (104, eBioscience, 1:200 dilution, 17-0454-81)  
 anti-TCRβ (H57-597, BD Biosciences, 1:200 dilution, 14-5961-82)  
 anti-Nkp46 (29A1.4, Biolegend, 1:100 dilution, 137618)  
 anti-CD4 (GSK1.5, eBioscience, 1:800 dilution, 46-0041-80)  
 anti-CD8 (53-6.7, eBioscience, 1:800 dilution, 12-0081-81)  
 anti-hCD4 (RPA-T4, Biolegend, 300504)  
 anti-CD3e (145-2C11, BD Biosciences, 559971)  
 anti-Ly76 (TER-119, BD Biosciences, 51-09082J)  
 anti-CD11b (M1/70, BD Biosciences, 51-01712J)  
 anti-Gr1 (RB6-8C5, BD Biosciences, 51-01212J)  
 anti-PAX5 (1H9, eBioscience, 0.2 µg per sample, 14-9918-82)  
 anti-SIRT7 (D3K5A, Cell signaling, 0.25 µg per sample, 5360)  
 anti-STAT5-pY694 (47/Stat5(pY694), 20 µL per sample, BD Biosciences, 612567)  
 anti-Rabbit IgG (H+L) polyclonal secondary antibody (Invitrogen, 0.25 µg per sample, 11034)

For magnetic purification of CD19+ cells:

anti-CD19 (1D3, BD Biosciences, 0.1 µg per 10<sup>6</sup> cells, 553784)

For ChIP-Seq:

anti-PAX5 (Abcam, 10 µg per sample, ab183575)

For Western Blot, all antibodies were used at a dilution of 1:1000 in PBS-0.1% Tween, unless otherwise specified:

anti-SIRT7 (D3K5A, Cell signaling, 5360S)  
 anti-PAX5 (D19F8, Cell signaling, 8970S)  
 anti-H3 (ab1791, Abcam)  
 anti-Fibrillarin (B1, Santa Cruz Biotechnology, sc-166001)  
 anti-Acetyl-lysine (Ac-K2-100, Cell signaling, 1:200 dilution, 9814)  
 anti-FLAG (M2, Sigma-Aldrich, 1:10,000 dilution, A8592)  
 anti-HA (Sigma, 1:5,000 dilution, H6908)  
 anti-Myc-Tag (9B11, Cell signaling, 2276)  
 anti-V5 (ab9116, Abcam)  
 anti-Actin (AC-15, Sigma-Aldrich, 1:5000 dilution, A1978)

For ELISA:  
 rat anti-mouse IgM (Ig Isotyping Mouse Uncoated ELISA Kit, Invitrogen, 1/250 dilution, 88-50630)  
 rat anti-mouse IgG1 (Ig Isotyping Mouse Uncoated ELISA Kit, Invitrogen, 1/250 dilution, 88-50630)  
 rat anti-mouse IgG3 (Ig Isotyping Mouse Uncoated ELISA Kit, Invitrogen, 1/250 dilution, 88-50630)  
 goat anti-rat IgG conjugated to HRP (Sigma-Aldrich, 1:5000 dilution, AP136P)

For immunoprecipitation:  
 anti-FLAG (M2, Sigma, 20ul per sample, A2220)

#### Validation

All the antibodies used are commercially available and were validated by the manufacturer for the intended applications and species (validation information available at vendor's website), with one exception: the anti-SIRT7 (D3K5A, Cell signaling) antibody has not been reported for flow cytometry, but we have validated it in our lab using proper isotype controls as well as wild-type, SIRT7-deficient, and SIRT7-overexpressing mouse cells to determine its specificity.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

#### Cell line source(s)

KOPN-8, NALM-20, REH, TANOUE, SD-1, TOM-1 and SEM cells were purchased from the DSMZ-German Collection of Microorganisms and Cell Cultures GmbH and were kindly provided by M. Parra (IJC, Barcelona, Spain). HAFTL cells are a fetal liver-derived, Ha-Ras-transformed mouse pre-B cell line that have been previously described (Alessandrini A. et al. Continuing rearrangement of immunoglobulin and T-cell receptor genes in a Ha-ras-transformed lymphoid progenitor cell line. Proc Natl Acad Sci U S A 84(7): 1799–1803 (1987) and were provided by Dr. Maribel Parra (IJC, Barcelona, Spain). OP9, HEK293F cells were purchased from the American Type Culture Collection (ATCC). Platinum E cells were purchased from Cell Biolabs. Primary pro-B cells were obtained as detailed in the Methods section from both male and female mice.

#### Authentication

Cell lines were not authenticated.

#### Mycoplasma contamination

All tested cell lines were negative for mycoplasma contamination.

#### Commonly misidentified lines (See [ICLAC](#) register)

None of the cell lines used were found in the Commonly misidentified lines database

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Wild-type, Sirt7<sup>-/-</sup> and IgHEL<sup>+</sup> mice were in the 129Sv background, unless otherwise specified in the manuscript. In these cases, C57BL/6 wild-type and Sirt7<sup>-/-</sup> were used to confirm our observations on a different background. Pax5<sup>-/-</sup> and CD45.2 mice were in the C57BL/6 background. Heterozygous CD45.1+CD45.2+ mice were generated by crossing C57BL/6 CD45.1 and Wt 129Sv CD45.2 mice for one generation. Both sexes were included in all experiments, and only mice of 8-16 weeks were used, except for isolation of Pax5<sup>-/-</sup> progenitors, that were obtained from murine fetal livers.

#### Wild animals

Study did not involve wild animals.

#### Reporting on sex

Both sexes were included in all experiments, and no sex comparisons have been performed.

#### Field-collected samples

Study did not involve field-collected samples.

#### Ethics oversight

Animal studies were conducted at IJC (Spain) according to national authorities and institutional ethics committees (Germans Trias i Pujol Reserach Institute Ethics Committee). The collection of bone marrow samples from C57BL/6 wild-type and Sirt7<sup>-/-</sup> mice, and the generation of Pax5<sup>-/-</sup> mouse B cell progenitors were conducted according to national authorities and institutional ethics committees at MPI-HLR (Germany) and Lund University (Sweden), respectively.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

#### Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

#### Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

#### Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

ChIP-Seq data are available at GEO under the accession number: GSE246370 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE246370>)

## Files in database submission

GSM7867743 Wt\_proB\_1  
 GSM7867744 Wt\_preB\_1  
 GSM7867745 Sirt7-/-\_proB\_1  
 GSM7867746 Sirt7-/-\_preB\_1  
 GSM7867747 Wt\_proB\_2  
 GSM7867748 Wt\_preB\_2  
 GSM7867749 Sirt7-/-\_proB\_2  
 GSM7867750 Sirt7-/-\_preB\_2  
 GSM7867751 Pax5\_EV\_1\_RNA  
 GSM7867752 Pax5\_EV\_2\_RNA  
 GSM7867753 Pax5\_Wt\_1\_RNA  
 GSM7867754 Pax5\_Wt\_2\_RNA  
 GSM7867755 Pax5\_K198Q\_1\_RNA  
 GSM7867756 Pax5\_K198Q\_2\_RNA  
 GSM7867757 Pax5\_K198R\_1\_RNA  
 GSM7867758 Pax5\_K198R\_2\_RNA  
 GSM8376251 Input\_Pax5\_Wt\_1  
 GSM8376252 Input\_Pax5\_Wt\_2  
 GSM8376253 Input\_Pax5\_K198Q\_1  
 GSM8376254 Input\_Pax5\_K198Q\_2  
 GSM8376255 Input\_Pax5\_K198R\_1  
 GSM8376256 Input\_Pax5\_K198R\_2  
 GSM8376257 ChIP\_Pax5\_Wt\_1  
 GSM8376258 ChIP\_Pax5\_Wt\_2  
 GSM8376259 ChIP\_Pax5\_K198Q\_1  
 GSM8376260 ChIP\_Pax5\_K198Q\_2  
 GSM8376261 ChIP\_Pax5\_K198R\_1  
 GSM8376262 ChIP\_Pax5\_K198R\_2  
 GSM8376263 WT\_EV\_1  
 GSM8376264 WT\_EV\_2  
 GSM8376265 Sirt7-/-\_EV\_1  
 GSM8376266 Sirt7-/-\_EV\_2  
 GSM8376267 Sirt7-/-\_Pax5Wt\_1  
 GSM8376268 Sirt7-/-\_Pax5Wt\_2  
 GSM8376269 Sirt7-/-\_Pax5K198R\_1  
 GSM8376270 Sirt7-/-\_Pax5K198R\_2

## Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

## Replicates

Two biological replicates for each sample.

## Sequencing depth

Clean reads per sample (SE50 sequencing):

Input\_Pax5\_Wt\_1: 25,309,841  
 Input\_Pax5\_Wt\_2: 25,294,390  
 Input\_Pax5\_K198Q\_1: 25,291,043  
 Input\_Pax5\_K198Q\_2: 25,280,864  
 Input\_Pax5\_K198R\_1: 25,271,600  
 Input\_Pax5\_K198R\_2: 25,308,898  
 ChIP\_Pax5\_Wt\_1: 25,214,352  
 ChIP\_Pax5\_Wt\_2: 25,271,937  
 ChIP\_Pax5\_K198Q\_1: 25,174,210  
 ChIP\_Pax5\_K198Q\_2: 25,201,975  
 ChIP\_Pax5\_K198R\_1: 25,205,736  
 ChIP\_Pax5\_K198R\_2: 25,209,517

## Antibodies

anti-PAX5 (Abcam, 10 µg per sample, ab183575, Lot #1037689-1)

## Peak calling parameters

Peak calling was performed using MACS2 "callpeak" (-f BAM --nomodel --extsize 20 -g mm -B) taking into account both IP (-t) and input (-c) samples for each peak calling.

## Data quality

All the raw .fastq files were quality checked using FastQC. Universal adapters were trimmed using Trim Galore. After Bowtie2 alignment, we selected from the sorted BAM files only those reads that were successfully aligned to the genome, eliminating all the PCR duplicates and filtering reads by MAPQ > 36 using SAMtools and SAMbamba. BigWig files were generated using DeepTools

## Software

Windows 10 with "Ubuntu on Windows" (v22.04.2 LTS), with LAN access to our High-Performance Computer (HPC) server (Josep Carreras Leukaemia Research Institute supercomputer). Ubuntu terminal using Bash as standard language with all the associated packages retrieved from our internal HPC server (Bowtie2, STAR, MACS2, Salmon, SAMbamba, SAMtools, FastQC, Trim Galore, plotHeatmap, DeepTools). R-Studio for using R-Language and associated packages (Tximeta, DiffBind, ggplot2, DESeq2, ChIPpeakAnno). Anaconda3 "Conda" environment to execute Python associated packages (Scanpy).

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Bone marrow, spleen and thymus samples were collected from wild-type, Sirt7<sup>-/-</sup>, IgHEL<sup>+</sup>, Sirt7<sup>-/-</sup>-IgHEL<sup>+</sup>, CD45.1+CD45.2+ and CD45.2+ mice. Bone marrow samples were crushed in staining buffer (3% fetal bovine serum (FBS), 2 mM EDTA in phosphate buffer saline (PBS)) to obtain single cell suspensions. Spleen and thymus samples were similarly processed. Red blood cells were lysed in ACK buffer (Gibco), and the reaction was stopped by adding five volumes of staining buffer. Cells were filtered through 40-µm sterile strainers and incubated with Fc-block (eBioscience) before staining for 30 min on ice with the corresponding antibodies. Stained cells were then washed and analyzed or sorted.

## Instrument

FACS Canto II and LSRFortessa SORP (BD Biosciences).

## Software

Data were collected with BD FACS Diva software 6.1.3. and analyzed with FlowJo 7.6. software.

## Cell population abundance

Sorted populations were re-run on a flow cytometer to ensure their purity.

## Gating strategy

In all samples, singlets were gated first by FSC-H and FSC-A. Progenitors/Lymphocytes were subsequently gated by FSC VS SSC.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

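The deposited data used here are 3 RNA-seq tables with 24 libraries and 6 ChIP–seq peak lists, all from mouse. The first table holds pro-B and pre-B cells sorted from 2 wild-type and 2 *Sirt7*-/- mice, with 1 library per stage and mouse. The second holds *Pax5*-/- pro-B cells with empty vector (EV), Pax5 WT, Pax5 K198Q or Pax5 K198R, and the third holds wild-type pro-B cells with EV and *Sirt7*-/- pro-B cells with EV, Pax5 WT or Pax5 K198R. Each table has 8 libraries in 4 groups of 2 replicates. The peak lists come from ChIP–seq with an antibody to Pax5 in *Pax5*-/- cells with each form, in 2 replicates. The peak names inside the list deposited as Pax5 K198R replicate 2 carry another replicate number, and the list was used as replicate 2.

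For RNA-seq the authors quantified reads with Salmon against mm10 with a correction for GC bias, imported the estimates with Tximeta, summed them per gene and deposited counts normalized by the median-of-ratios method of DESeq2. These RNA-seq signal values are therefore counts per gene that the authors had scaled before deposit, as their methods state. In the table of sorted cells the normalized count of a gene was a whole number of reads times 1 factor per library, between 0.917 and 1.09, and 100% of the values were recovered as whole reads. In the other tables the normalized counts of a library had no common step, so that whole reads were not recovered. For ChIP–seq the authors aligned reads with Bowtie2, removed duplicates and alignments with a low mapping quality, and called peaks over the input library of each sample with MACS2. The deposited lists give each peak's fold enrichment over input at its summit, a ratio, and −log10 of its q-value. The 6 input libraries are not among the peak lists and were not used here.

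The sorted libraries held between 50004827 and 55536608 whole reads. The *Pax5*-/- libraries summed to between 28865461 and 30520853 normalized counts and those of the third table to between 27814214 and 30160880. Where both libraries of a group had at most 3 counts, the fold against that group was computed from 3 counts and is given as a lower bound. The number of reads of each ChIP–seq library is given in the paper and was nearly the same for all. Intervals for shares of peaks cover counting error only.

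Genes with at least 10 normalized counts in at least 2 of the 8 libraries of a table were tested, 17649, 13345 and 13651 genes. Values were put on the log2 scale after adding 1 and fitted with limma 3.58.1 in R 4.3.3, with the 4 groups of a table in 1 fit, a trend of the variance with expression and Benjamini-Hochberg adjustment. The 13 comparisons were *Sirt7*-/- with wild-type cells at each stage, pre-B with pro-B cells in each genotype, their interaction, each Pax5 form with EV and with Pax5 WT in *Pax5*-/- cells, and the 3 comparisons of the third table. Genes were called at an adjusted p under 0.05. An absolute log2 fold change of at least 1.5 was added for pre-B with pro-B cells and for *Pax5*-/- cells, as in the legends of Figs. 2e and 4f. With 2 libraries against 2, an exact test of a single gene cannot go below a p of 0.33, so the p-values given for genes are those of models that share information across genes.

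The rule for the genes named in the text, the gene lists and the alternatives were set before the data were examined, except where they are given as added. The genes named are every gene the paper names in its results for an experiment and, for each comparison, up to 3 called genes with the largest increase and 3 with the largest decrease among those for which every library of one group lay above every library of the other. Some genes that the rule gives are not reported here. Genes named outside this rule are marked where they appear. Gene positions are those of GENCODE M21 (GRCm38, the build of mm10).

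Distances between groups and principal components were computed on the 2000 genes with the smallest p in the F-test over the 4 groups. Clusters were made by k-means with 50 starts on the group means of z scores, with the number of clusters that the paper shows, 4, 2 and 3. The genes clustered were the same 2000 in the sorted cells, those with an adjusted p under 0.05 in the F-test in *Pax5*-/- cells, and those with an unadjusted p under 0.05 between *Sirt7*-/- and wild-type cells with EV in the third table. Lists of cell cycle genes, of T cell, NK cell, myeloid, erythroid, stroma and immature and mature B markers, of male sex genes and of *Xist*, and of the genes the paper names for B cell development, for the cell cycle and for inappropriate lineages were tested where at least 3 of their genes were tested, with camera at a correlation of 0.01, with fry and with camera at an estimated correlation. Lists of early pro-B and plasma cell markers were added after the data were seen and were not put through these tests. Of 135 tests, 58 were past an adjusted p of 0.05 with camera, 19 of these also with fry, and 0 with an estimated correlation. With the replicates blocked, 64 were past it with camera, and fry lost more calls than it gained.

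Peaks of a form found in both replicates were kept, and peaks of the 3 forms that overlapped by at least 1 bp were merged into regions. Peaks at a gene were counted over the gene and 10 kb upstream. Sequence at summits was taken from the mm10 genome in windows of 100 bp. Matched draws of genes used 20 bins of mean expression and were repeated 1000 times. Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1 was used for peaks, intervals (Wilson, 95%) and Fisher's exact tests.

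The fits were tested on simulated data with 200 changed genes per table. Genes of low expression and small changes were left out of the changed genes, and genes were drawn independently of each other. The recovered shares therefore do not give the power for small changes. limma recovered 170 of them (85%) with the means of the sorted cells, 182 (91%) with those of the *Pax5*-/- cells and 170 with those of the third table, and called 6, 9 and 8 unchanged genes. edgeR 4.0.16 recovered 170 and DESeq2 1.42.0 recovered 171 in the sorted cells, with 9 and 28 unchanged genes called. With no changed gene, every fit called 0. The list test found the 1 shifted list, and 4 of 199 other lists had a p under 0.05. Because the simulated genes were independent, this does not show how camera behaves on lists of correlated genes.

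The pro-B and pre-B libraries of a mouse come from the same animal, so that replicate numbers pair the stages within a genotype. Across genes, the replicate differences of the 2 stages correlated by 0.08 in wild-type and 0.156 in *Sirt7*-/- cells. Between mice of the 2 genotypes they correlated by 0.01 to 0.055, so that the numbers pair nothing there. For RNA-seq the paper states that replicates were generated on different days, without saying which libraries share a day. Between all 6 pairs of groups the replicate differences correlated by 0.264 to 0.383 in *Pax5*-/- cells and by 0.156 to 0.428 in the third table, so that in these 2 tables the numbers were taken to pair the libraries. The fits, set before the data were examined, have no block, and values with the replicate number as a block are given beside a result where they change a call or move a count of calls by over 1.5 times. The alternatives for RNA-seq were another pseudocount (0.1 or 5), no filter or a mean of at least 50, only the groups of a comparison in the fit, a block for the replicate number, upper quartile scaling, quantile normalization, no trend, edgeR or DESeq2 on the recovered reads, no or another threshold, and each replicate left out in turn. For peaks they were peaks in either replicate, each replicate alone, a q-value under 0.01, −log10 q in place of fold enrichment, a larger overlap, as a share of the shorter peak, 50 kb upstream of a gene and windows of 50 bp. Alternatives added after the data were seen were DESeq2 with only the groups of a comparison, at an adjusted p under 0.05 or 0.1, a block for the mouse, the removal of an estimated pro-B share, a q-value under 1e-05, camera with an estimated correlation, and the block in the list tests, the F-test and the shares of restored genes.

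The alternatives on recovered reads could not be run for the second and the third table. In 4 of the 8 sorted libraries, a free-text label of the deposited sample disagrees with its title about the stage, and the titles were used. *Dntt* had between 19432 and 30750 normalized counts in the libraries titled pro-B and at most 3838 in those titled pre-B. The paper's proteome, its gene sets for enrichment and its motif library were not used here.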

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

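Every test in this part was chosen only after the result it tests was seen.

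*Trim26* was the 1 gene called in the interaction of stage and genotype, a result that the paper does not report. Its change from pro-B to pre-B cells was 1.93 higher on the log2 scale in *Sirt7*-/- cells (limma adjusted p = 0.0173, from 3.29e-39 to 0.223 over the alternatives). It rose in 2 of 2 *Sirt7*-/- mice and fell in 2 of 2 wild-type mice, and the difference was between 1.89 and 1.97 with any 1 library left out. With a block for the mouse, the adjusted p was 0.223. The difference arose mostly in pro-B cells, where *Trim26* fell by 1.60 in *Sirt7*-/- cells (limma adjusted p = 0.00292). A share of pro-B cells among the sorted *Sirt7*-/- pre-B cells would have made the difference smaller, and with that share taken out it was 2.01, which argues against this explanation. No biological explanation was tested.

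Genes near *Sirt7* changed more often than others in *Sirt7*-/- cells with EV. Within 1 Mb, 4 of 49 tested genes were called (8.16%, against 0.524% elsewhere, Fisher's exact test across genes, p = 0.00015). At an unadjusted p under 0.05 the shares were 10.2% and 9.68%. *Pcyt2*, which lies 8.3 kb from *Sirt7*, fell by 2.66 (limma adjusted p = 0.00781), and *P4hb*, *Arhgdia* and *Mcrip1* rose by 0.99, 0.93 and 1.13. In the sorted cells 1 of 58 genes was called in pro-B cells (Fisher's exact test, p = 0.0276), again *Pcyt2*, which fell by 2.13 (limma adjusted p = 0.0421). In sorted pre-B cells 0 of 58 were called, 13 had an unadjusted p under 0.05, and *Pcyt2* fell by 1.61 (limma adjusted p = 0.0715). Apart from *Sirt7* itself, *Pcyt2* was the only gene called both in the sorted pro-B cells and between the EV groups. These genes, which are named after their values were seen, may have changed through the deletion allele or DNA linked to it. An effect of SIRT7 protein on its neighbours stays open and was not tested.

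In *Sirt7*-/- pre-B replicate 2, genes that fall strongly from pro-B to pre-B cells kept RNA at 13.3% of the pro-B level beyond wild type. The excess was above 0 for 18 of 18 genes, with quartiles of 9.68% and 17.8%. A share of pro-B cells among the sorted pre-B cells may explain an excess of this evenness. Early pro-B markers, a list written after the data were seen, had a median log2 excess of 2.75 over wild-type pre-B cells in this library and of 0.082 with the share taken out, against 1.04 and 0.686 in replicate 1. Among its most abundant genes, *Igll1* had 4122 and *Dntt* 3838 normalized counts there. The list and the 18 genes were not kept apart, all 8 tested genes of the list are expressed in pro-B cells, and 2 are also in the list of B cell development genes that the paper names. Weaker repression in the absence of SIRT7, as the paper proposes, stays open as untested. In replicate 1 the excess was 1.21% and 16 of 18 genes were above 0. There a share of pro-B cells and weaker repression cannot be told apart, because the excess varied widely between genes, with an interquartile range of 1.12 times its median. In the wild-type libraries the medians were -0.058% and 0.0526%.

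Globin genes were higher in both libraries of *Sirt7*-/- replicate 2. All 4 were highest there at each stage, by a median of 7.52-fold over the next pre-B library and 3.77-fold over the next pro-B library. *Hba-a1* had 22303 and *Hbb-bs* 22235 normalized counts in its pre-B library. Of the 5 other erythroid markers, 5 were highest in that pre-B library and 3 in the pro-B library. Red blood cell RNA in the samples of that mouse is a candidate explanation. The other sorted libraries also hold globin RNA, with *Hba-a1* between 2365 and 5263 normalized counts outside this mouse. A difference between the mice themselves was not tested.

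Of 13 listed NK cell markers, 10 were highest in the pre-B library and 12 in the pro-B library of the same mouse. *Il2rb* had 685 normalized counts in its pre-B library, *Eomes* 150 and *Ncr1* 121. NK cells among the sorted cells are a candidate explanation. *Nkg7* and *Il2rb* are also among the 15 lineage-inappropriate genes that the paper names. The lineage-inappropriate genes had a median log2 change of 1.74 in this library and of 0 in *Sirt7*-/- replicate 1. Transcription of these genes within B cell progenitors stays open and was not tested. *Thy1* and *Tcf7* together had 850 normalized counts in this pre-B library, 6.27-fold above the next by the median of the 2 genes. T cells as their source are argued against by *Cd3e*, *Cd3d*, *Cd3g* and *Trac*, which together had 17.9 normalized counts there.

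*Jchain* reached 57036 normalized counts in wild-type pro-B replicate 2, and *Ighg1* and *Ighg2c* were abundant in the pro-B libraries. *Jchain* was between 20006 and 37239 in the other pro-B libraries and between 881 and 2191 in pre-B libraries. Plasma cells among the sorted pro-B cells may be a source. *Tnfrsf17* was higher in pro-B than pre-B cells in 4 of 4 mice, as was *Mzb1*, and *Xbp1* and *Prdm1* were in 3 of 4. *Sdc1* was higher in pre-B cells in 4 of 4 mice, and its pre-B level of at least 3416 normalized counts could hide a small share. The plasma cell list was written after the data were seen, and *Slamf7*, *Sdc1*, *Mzb1* and *Xbp1* were also abundant in pre-B cells. In *Sirt7*-/- pre-B replicates 1 and 2 the list's median log2 change was -0.05 and -0.21. No biological explanation was tested.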

How the results depend on the processing

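The alternatives marked here as added and the test of genes near *Sirt7* were chosen only after the results were seen.

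The choice of test moved the counts of called genes. DESeq2 on the recovered reads called 128 genes between *Sirt7*-/- and wild-type pro-B cells, 728 in pre-B cells and 104 in the interaction, against 11, 15 and 1 with limma. DESeq2 with only the groups of a comparison (added) called 220 in pro-B and 267 in pre-B cells, and 286 and 421 at an adjusted p under 0.1 (added). edgeR called 5 in pre-B cells.

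With only the groups of a comparison in the fit, 0 genes were called between the genotypes in pro-B cells (1297 at an unadjusted p under 0.05), 0 in pre-B cells (1647), 0 between the EV groups (1166) and 0 with Pax5 WT in *Sirt7*-/- cells (1308). The same fit called 404 genes with Pax5 K198R against EV in *Pax5*-/- cells, 34 with Pax5 K198R against Pax5 WT and 7 with Pax5 K198Q against Pax5 WT, in place of 612, 213 and 3.

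A mean of at least 50 normalized counts gave 407 genes for Pax5 K198R against EV, 1 for Pax5 K198Q against Pax5 WT and 3 for Pax5 WT in *Sirt7*-/- cells. No filter gave 58 for Pax5 K198Q against EV (88 before), 44 between the EV groups (76) and 423 for Pax5 K198R in *Sirt7*-/- cells (659). Without a fold change threshold, Pax5 K198R against EV gave 1324 and Pax5 WT against EV 434. Without a trend, Pax5 K198R in *Sirt7*-/- cells gave 370, Pax5 WT there 9, *Sirt7*-/- pre-B cells 44 and the interaction 18. A pseudocount of 0.1 gave 5 for Pax5 K198Q against Pax5 WT, 3 for Pax5 WT in *Sirt7*-/- cells, 30 for *Sirt7*-/- pre-B cells and 3 for the interaction. Quantile normalization gave 5 for Pax5 K198Q against Pax5 WT and 8 for *Sirt7*-/- pre-B cells, and upper quartile scaling 1 for Pax5 K198Q against Pax5 WT. At an unadjusted p under 0.05, 1322 genes differed between the EV groups. With quantile normalization, 43.2% of the genes called from pro-B to pre-B cells were higher in wild-type cells (1026 of 2374) and 50.4% in *Sirt7*-/- cells (897 of 1780), in place of 31.3% and 41.1%.

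With the replicate number as a block, 7 genes were called in *Sirt7*-/- pre-B cells, 140 with Pax5 K198Q and 325 with Pax5 WT against EV, 14 with Pax5 K198Q and 326 with Pax5 K198R against Pax5 WT, 288 between the EV groups, and 268 with Pax5 WT and 1588 with Pax5 K198R in *Sirt7*-/- cells. In *Sirt7*-/- and wild-type pre-B cells the libraries share only a number. Beside the calls given with their results, the block brought *Zap70*, *Irf4*, *Dusp4* and *Mycn* with Pax5 WT, *Vpreb1a*, *Vpreb1b*, *Foxo1* and *Bcar3* with Pax5 K198Q and *Il7r* with Pax5 K198R, all against EV, *Il2rb* between Pax5 K198R and Pax5 WT and *Cd79a* between Pax5 K198Q and Pax5 WT under an adjusted p of 0.05. In these 2 tables it changed no other call of a gene reported here. With a block for the mouse (added), which pairs the stages, the interaction called 0 genes (1286 at an unadjusted p under 0.05). Of 39 single genes run with this block, 37 calls stayed the same, *Trim26* was lost and *Runx2* was called between the *Sirt7*-/- stages (limma adjusted p = 0.0342). With the pro-B share taken out (added) it called 8.

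The distance of *Sirt7*-/- from wild-type cells was 1.22 times as large in pre-B as in pro-B cells over all tested genes, in place of 1.70. The distance from wild-type EV, Sirt7-/- Pax5K198R over Sirt7-/- EV, was 1.76 over all tested genes, in place of 1.98. With a pseudocount of 5 the distance from EV of Pax5 K198Q over Pax5 WT was 0.749, in place of 0.787. The percent of clustered genes in clusters higher in Sirt7-/- EV than wild-type EV was 59.5 with Ward clustering and 59.1 with a pseudocount of 5, in place of 60.4, and the share lower in wild-type pre-B than pro-B cells was 52.0% with a pseudocount of 5, in place of 51.6%. Pax5 K198R restored 15.6% of the genes chosen by an unadjusted p under 0.05, in place of 5.36%. Within 5 Mb of *Sirt7*, 0.671% of genes were called in pro-B cells, in place of 1.72%. Of the 58 list tests past 0.05 with camera, fry gave 22 tests past 0.05 in all, and camera with an estimated correlation (added) gave 0. Camera with the replicates blocked (added) gave 64. It lost the T cell markers with Pax5 WT against EV (0.08) and, between Pax5 K198Q and Pax5 WT, the T cell markers (0.103) and the paper's lineage-inappropriate genes (0.0629). It gained the cell cycle genes with Pax5 K198R against EV (0.00326) and, against Pax5 WT, with Pax5 K198Q (0.00508) and Pax5 K198R (0.0129). It also gained NK cell markers between the EV groups (0.0179) and T cell markers with Pax5 WT in *Sirt7*-/- cells (0.00585). Between the wild-type stages it gained NK cell, erythroid and myeloid markers, and in the interaction myeloid markers. No other call of camera changed. With the replicates blocked, fry lost the T cell, cell cycle, male sex and B cell development lists between the stages of both genotypes. Fry also lost others, among them the lineage-inappropriate genes with Pax5 K198R against EV (0.0623). It gained NK cell markers between the EV groups and T cell markers with both forms in *Sirt7*-/- cells. With Pax5 K198R there it also gained immature and mature B markers and the paper's cell cycle and proliferation genes.

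Peaks in either replicate gave 19632 regions, 14194 with Pax5 WT, 5122 with Pax5 K198Q, 16441 with Pax5 K198R, 5352 with Pax5 K198R and without Pax5 WT, 3105 the other way and 11089 with both. Then 65.6% of Pax5 WT regions lacked Pax5 K198Q, and 71.1% did at a q-value under 1e-05 (added), in place of 70.0%. The rank of shared and unique peaks, percentile of Pax5K198R peaks without Pax5WT, was 39.4 by −log10 q and 41.7 with the larger overlap, in place of 40.6, and the median Pax5 WT peak without Pax5 K198R at 38.0 by −log10 q, in place of 40.3.

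With 1 replicate left out, there were 15137 to 16817 regions, 10507 to 11664 with Pax5 WT, 3685 to 3872 with Pax5 K198Q, 12042 to 13834 with Pax5 K198R, 4528 to 5068 with Pax5 K198R alone of the 2 forms, 2898 to 2993 with Pax5 WT alone and 7514 to 8766 with both, and of the Pax5 peak sets, percent of Pax5WT regions without Pax5K198Q was 67.80 to 69.03. The distance ratios given above ranged from 0.755 to 0.806 for Pax5 K198Q over Pax5 WT, from 1.86 to 2.08 for Pax5 K198R and from 1.49 to 2.02 for pre-B over pro-B cells.

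Single genes changed direction in a few settings. The log2 fold change of Pax5, Sirt7-/- against wild type in pro-B cells, was 0.0105 with upper quartile scaling. With 1 library left out it ranged from -0.0921 to 0.0741 and was above 0 without *Sirt7*-/- replicate 2 and without wild-type replicate 1 (0.0651). That of Runx2, Sirt7-/- against wild type in pro-B cells, ranged from -0.248 to 1.14 and was below 0 without these same libraries (-0.248 and -0.0437), and that of Myc, Sirt7-/- against wild type in pro-B cells, from -0.290 to 0.332, below 0 without *Sirt7*-/- replicate 2 (-0.190) and without wild-type replicate 2. That of Gata3, Pax5K198Q against EV in Pax5-/- cells, ranged from -1.43 to 0.471, above 0 without Pax5 K198Q replicate 1 and without EV replicate 1 (0.0938), and that of Mycn, Pax5K198Q against EV in Pax5-/- cells, from -0.792 to 0.0389, above 0 without Pax5 K198Q replicate 2.

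Of 217 values of summary results under alternatives, 150 stayed the same within the limits set for them, and of 2170 values of single genes 2021 did, 106 were weaker, 42 stronger and 1 reversed. Of 880 values of single genes with a replicate left out, 871 stayed the same and 9 were reversed. The causes of these changes were not tested.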

Differences from the paper's values

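In this part, DESeq2 with only the groups of a comparison, at either threshold, and the share of restored genes with the replicate number as a block were chosen only after the result was seen, and no other test was.

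The paper gives 220 differentially expressed genes between *Sirt7*-/- and wild-type pro-B cells, and 11 were called here. None of the alternatives set before the data were examined closed the gap, DESeq2 on the recovered reads coming nearest with 128. DESeq2 with only the groups of the comparison, chosen after seeing the values, called 220, and 286 at an adjusted p under 0.1, also chosen after seeing the values, and both closed it. For pre-B cells the paper gives 429, and 15 were called here. Of the alternatives set before the data were examined none closed the gap, and DESeq2 called 728. DESeq2 with only the groups of the comparison, chosen after seeing the values, called 267, which did not close it, and 421 at an adjusted p under 0.1, which did. The paper's share of detected transcripts that differ between the pre-B cells, 1.6%, was 0.085% here. It was 4.12% with DESeq2, set before the data were examined. With DESeq2 on only the groups of the comparison, chosen after seeing the values, it was 1.13%. That share is nearer to the paper's, but it is the same 267 genes over 23650 tested genes.

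The paper gives 13 genes lower with Pax5 K198Q, and 4 were called here. No alternative set before the data were examined closed the gap, and the highest counts were 7 with the replicate number as a block and 7 without a fold change threshold. For Pax5 WT about 100 lower genes were read by eye from the paper's Fig. 4f, and 35 were called here. Of the alternatives set before the data were examined, only the groups of the comparison (72), the replicate number as a block (106) and no fold change threshold (134) closed the gap, and the others did not, with 19 to 48. The count of 134 leaves out the fold change threshold that Fig. 4f uses.

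The paper gives 297 genes higher in *Sirt7*-/- cells, and 56 were called here with EV. The alternatives set before the data were examined gave 787 at an unadjusted p under 0.05, 184 with the replicate number as a block, 0 with only the groups of the comparison and 33 to 63 otherwise, so that none closed the gap. Of these genes the paper counts 93 (31.3%) as restored by Pax5 K198R, and 3 (5.36%) were here. Among the alternatives set before the data were examined, the choice of genes by an unadjusted p gave 123. It closed the gap in the count, but from 787 genes in place of 297. In simulations without an effect, 21.3% of genes chosen this way were counted as restored, so that this count cannot show restoration. With the other alternative, 7 of the 56 genes were lower at an unadjusted p under 0.05. The share was 15.6% and 12.5% with these 2 alternatives, so that none closed the gap in the share. With the replicate number as a block, chosen after seeing the values, Pax5 K198R restored 17 (9.24%), which closed neither gap.

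The second principal component of the sorted cells held about 17% of the variance, read by eye from the paper's Fig. 2a, and 4.61% here, for which no alternative was run.

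The paper names *Vpreb2*, *Ikzf3* and *Irf4* as regulated in pro-B cells, and none was called here. DESeq2, set before the data were examined, called *Ikzf3*, and DESeq2 with only the groups of the comparison, chosen after seeing the values, called all 3, as well as *Thy1* and *Grb7*. It names *Vpreb1*, *Runx2*, *Erg*, *Mef2c*, *Rag1* and *Bcl2* in pre-B cells, and none was called here. DESeq2, set before the data were examined, called all but *Rag1*, together with *Vpreb2*, *Irf4*, *Thy1*, *Il2ra*, *Myc* and *Bach2*. DESeq2 with only the groups of the comparison, chosen after seeing the values, called *Vpreb1*, *Vpreb2*, *Erg*, *Bcl2*, *Thy1*, *Il2ra*, *Myc*, *Grb7* and *Bach2*. No setting called *Rag1*. The paper describes *Il2ra* as repressed by SIRT7, and it was lower in *Sirt7*-/- pro-B and pre-B cells here.

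The paper names *Il2rg* among genes repressed by Pax5. Its fall stayed under the fold change threshold in every setting. It passed an adjusted p of 0.05 with Pax5 WT only with the replicate number as a block, and with Pax5 K198R with that block and with upper quartile scaling, each set before the data were examined. It describes *Irf4* as induced more strongly by Pax5 K198R than Pax5 WT, which no setting called. *Dusp4* and *Mycn*, which it describes as regulated alike by Pax5 WT and Pax5 K198Q but not by Pax5 K198R, fell with each form here and furthest with Pax5 K198R. A stronger fall with Pax5 K198R is not at odds with that description. *Zap70* with Pax5 WT, *Foxo1* with Pax5 K198Q and *Il7r* with Pax5 K198R passed an adjusted p of 0.05 only with the block and stayed under the fold change threshold. It names *Cyp2d13* and *Bcl2a1a* as reduced by Pax5 K198Q, and both lay below the filter here.

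The paper names *Cxcr5* and *Tet1* among genes raised in *Sirt7*-/- cells and restored. *Cxcr5* was called as raised only with the block and *Tet1* in no setting. With Pax5 K198R the block called both as lower, and only the groups of the comparison also called *Tet1*. With Pax5 WT the block called *Tet1*. *Nfatc2* and *Cyyr1*, which the paper names as repressed by Pax5 WT, were called with Pax5 WT in no setting. With Pax5 K198R the block called both, only the groups of the comparison called *Nfatc2*, and a pseudocount of 5 called *Cyyr1*.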

Other observations

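Of the tests in this part, those of sex and of weak peaks were chosen in advance, and all others only after the result was seen.

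The 4 male sex genes summed to between 6530 and 13972 normalized counts in the 8 sorted libraries, so that each mouse was male, which argues against a difference in sex. *Xist* had 228 and 190 normalized counts in the pro-B and pre-B libraries of wild-type replicate 2 and at most 32.1 in the others. In the libraries of *Sirt7*-/- and wild-type cells with EV or Pax5 forms the male sex genes summed to between 103 and 164, and in *Pax5*-/- cells to between 9825 and 11537. Why *Xist* was higher in 1 mouse was not tested.

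Regions with Pax5 K198R and without Pax5 WT may be mostly weak peaks near the calling threshold. Among replicated Pax5 K198R peaks of the upper quartile of fold enrichment, 2.98% in replicate 1 and 2.33% in replicate 2 had no peak in either Pax5 WT list. In the lower quartile the shares were 22.4% and 25.6%. A stricter q-value did not lower the share of such regions, which was 28.1% as deposited and 28.7% at a q-value under 1e-05. Scatter between lists and a difference of the forms cannot be told apart here. Of the peaks of Pax5 K198R replicate 2, 66.6% were in the other Pax5 K198R list, 59.3% in Pax5 WT replicate 1 and 63.8% in Pax5 WT replicate 2, and the lists differ in length. Of the peaks of Pax5 WT replicate 1, 74.3% were in the other Pax5 WT list and 78.1% in Pax5 K198R replicate 2. A change of binding through the residue was not tested apart from the amount of protein.

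The loss of Pax5 WT regions with Pax5 K198Q was not limited to weak peaks. In the upper quartile of the Pax5 WT lists, 15.4% of replicated peaks in replicate 1 and 16.0% in replicate 2 had no peak in either Pax5 K198Q list. In the lower quartile 69.5% and 70.4% had none, so that weak peaks were lost more often. Scatter between lists as the whole cause is argued against, because only 1.08% and 0.95% of the same upper-quartile peaks had no peak in either Pax5 K198R list. The Pax5 K198Q lists held 3750 and 3957 peaks, against at least 10646 in each of the other 4 lists. At least 91.7% of the Pax5 K198Q peaks were in each Pax5 WT list. The amount of Pax5 protein in these cells was not measured here and stays open.

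Pax5 K198R changed more genes than Pax5 WT in *Pax5*-/- cells, where its transcript was 3-fold higher, so that in these cells form and amount cannot be told apart. In *Sirt7*-/- cells, where the ratio of the 2 transcripts was 0.975, Pax5 K198R changed 659 genes and Pax5 WT 5, or 1588 and 268 with the replicate number as a block. The transcript does not give the amount of protein, and the endogenous *Pax5* adds to it there. The *Pax5*-/- cells with EV also had 2152 normalized counts of *Pax5*, which no insert gave. The ratios of delivered transcript in these cells may thus be larger than those given. Pax5 K198Q changed fewer genes than Pax5 WT although its transcript was 1.42-fold higher, which argues against a lower amount of transcript.

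Cell cycle genes were higher in *Sirt7*-/- than wild-type pre-B cells, for 24 of 24 genes, with a median log2 fold change of 0.52. A share of pro-B cells is not likely to be the whole cause, since the median was 0.41 with that share taken out. It was 0.29 in *Sirt7*-/- replicate 1 and 0.76 in replicate 2. The camera test gave an adjusted p of 8.63e-13, fry 0.172 and camera with an estimated correlation 0.536. More large, cycling cells among the sorted pre-B cells and a change within the cells both stay open and were not tested here. The paper reports a partial arrest in G1 of large *Sirt7*-/- pre-B cells, a measure that does not give the share of large cells.

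Genes lower with Pax5 K198R had fewer Pax5 K198R peaks near their 5′ ends than other genes, 7.43%. Low expression as the whole cause is argued against, because genes matched on expression had a peak in at least 15.1% of cases over 1000 draws. No biological explanation was tested.

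Of the other lists in *Sirt7*-/- pre-B cells, markers of immature and mature B cells were higher for 12 of 12 genes, with a median log2 fold change of 0.46 (0.52 with a floor of 3 counts, camera adjusted p = 0.00265, fry 0.359). Myeloid markers were lower for 15 of 15, with a median of -1.45 (-1.34 with the floor, camera adjusted p = 5.09e-06, fry 0.303). Erythroid markers had a median of 1.74 (2.32 with the floor, 9 of 9 higher, camera adjusted p = 0.0132, fry 0.479), and NK cell markers 1.87 (2.35, 11 of 12, camera adjusted p = 0.0115, fry 0.506). The NK cell and erythroid medians rest on *Sirt7*-/- replicate 2, at 4.00 and 3.13 there and 0 and 0.345 in replicate 1, and that of immature and mature B markers on replicate 1, at 0.909 there and 0.105 in replicate 2. For stroma markers replicates 1 and 2 gave -0.765 and -0.064, and for T cell markers 0.076 and 1.48. With the pro-B share taken out, the T cell markers had 0.008 and 0.632 in these libraries. Stroma markers had a median of -0.94 (-0.78, 1 of 9, camera adjusted p = 0.0362, fry 0.479) and male sex genes -0.29 (0 of 4 higher, camera adjusted p = 0.017, fry 0.123). T cell markers had a median of 0.51 (0.49, 13 of 19, camera adjusted p = 0.0375, fry 0.41) and the cell cycle and proliferation genes that the paper names 0.61 (0.62, 5 of 7, camera adjusted p = 0.0562, fry 0.305). In pro-B cells myeloid markers fell by a median of 1.08 (0.88 with the floor, 14 of 15 lower, camera adjusted p = 5.85e-05, fry 0.41) and stroma markers by 0.87 (0.72, 8 of 9, camera adjusted p = 0.0179, fry 0.471). Myeloid markers fell by 0.92 in *Sirt7*-/- pre-B replicate 1 and by 2.17 in replicate 2. In *Sirt7*-/- pro-B cells they summed to 76964 normalized counts in replicate 1 and 16947 in replicate 2, and in wild-type cells to 98975 and 66057, so that the fall there rests on replicate 2. Their most abundant gene, *Ngp*, had 8841 and 5699 normalized counts in wild-type and 3761 and 1134 in *Sirt7*-/- pre-B cells. Fewer myeloid cells among the sorted cells were not tested apart from a change within cells.

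The ratio of distal (*Ighv1*) to proximal (*Ighv5* and *Ighv2*) V gene transcripts was 1.79 and 1.66 in wild-type and 1.94 and 1.51 in *Sirt7*-/- pro-B cells. In pre-B cells it was 1.19 and 1.09 in wild-type and 1.15 and 1.27 in *Sirt7*-/- cells. The difference was not tested.

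The changes of the 2 *Sirt7*-/- pre-B libraries against wild type correlated by 0.361 across genes. Both were taken against the same wild-type libraries, so that they correlate by chance, and they were not set against unchanged libraries. Of 11753 genes with a mean of at least 100 normalized counts, 384 differed at least 2-fold in replicate 1, 595 in replicate 2 and 166 in both in the same direction. Across genes, the change in *Sirt7*-/- pro-B cells correlated by 0.26 with that in pre-B cells and by 0.05 with that between the EV groups.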
